# Increased iron uptake by splenic hematopoietic stem cells promotes TET2-dependent erythroid regeneration

**DOI:** 10.1038/s41467-024-44718-0

**Published:** 2024-01-15

**Authors:** Yu-Jung Tseng, Yuki Kageyama, Rebecca L. Murdaugh, Ayumi Kitano, Jong Hwan Kim, Kevin A. Hoegenauer, Jonathan Tiessen, Mackenzie H. Smith, Hidetaka Uryu, Koichi Takahashi, James F. Martin, Md Abul Hassan Samee, Daisuke Nakada

**Keywords:** Haematopoietic stem cells, Stem-cell differentiation, Haematopoietic stem cells

## Abstract

Hematopoietic stem cells (HSCs) are capable of regenerating the blood system, but the instructive cues that direct HSCs to regenerate particular lineages lost to the injury remain elusive. Here, we show that iron is increasingly taken up by HSCs during anemia and induces erythroid gene expression and regeneration in a *Tet2*-dependent manner. Lineage tracing of HSCs reveals that HSCs respond to hemolytic anemia by increasing erythroid output. The number of HSCs in the spleen, but not bone marrow, increases upon anemia and these HSCs exhibit enhanced proliferation, erythroid differentiation, iron uptake, and TET2 protein expression. Increased iron in HSCs promotes DNA demethylation and expression of erythroid genes. Suppressing iron uptake or TET2 expression impairs erythroid genes expression and erythroid differentiation of HSCs; iron supplementation, however, augments these processes. These results establish that the physiological level of iron taken up by HSCs has an instructive role in promoting erythroid-biased differentiation of HSCs.

## Abstract (web summary)

The cues guiding hematopoietic stem cells (HSCs) to regenerate specific cell types lost due to injury remain elusive. This study shows that iron instructs erythroid differentiation of HSCs during anemia in a *Tet2*-dependent manner.

## Introduction

Acute hemolytic anemia is a common comorbidity of cancer, infection, and certain medications, and negatively impacts patient quality of life and treatment responses^1^. Maintenance of the hematopoietic system by hematopoietic stem cells (HSCs) is a vital physiological mechanism with vast applications for therapeutic intervention in hematopoietic disorders like anemia. However, our incomplete understanding of the pathobiology of HSCs has limited the development of treatments for this and other diseases.

Stress erythropoiesis is the process by which animals respond to anemic stress and generate a bolus of erythrocytes. Several characteristics distinguish stress from steady-state erythropoiesis. In adult mice, steady state erythropoiesis occurs in the bone marrow, while stress erythropoiesis occurs extramedullary in the spleen and liver^2,3^. Stress erythropoiesis also requires distinct signaling pathways from normal erythropoiesis, including those dependent on bone morphogenetic protein 4 (BMP4) and hedgehog^4,5^. A study using the *flexed-tail* mutant mice revealed that splenic megakaryocyte-erythroid progenitors (MEPs) are the BMP4-responsive stress erythroid progenitors capable of generating erythroid burst forming units (BFU-E) in vitro^6^. Subsequent studies found CD34^+^lin^-^Sca-1^+^c-kit^+^ cells, which are mostly composed of multipotent progenitor cells (MPPs) and hematopoietic progenitor cell 1 and 2 (HPC1 and 2)^7,8^, as the immature progenitor that migrates from the bone marrow to the spleen in response to anemia and produce BMP-responsive BFU-E^4,9^. The study showed that HSCs formed fewer BFU-E compared to MPPs upon transplantation, but it remained unclear whether HSCs are activated by anemia or whether they are involved in stress erythropoiesis^9^. Other studies, however, have indicated that HSCs (CD150^+^CD48^-^lin^-^Sca-1^+^c-kit^+^ cells) migrate to the spleen and respond to anemia caused by EPO overexpression, blood loss, or pregnancy^10–13^. The overall role of HSCs in the spleen in response to anemia remains unclear.

Iron plays a crucial role in both steady-state and hemolytic anemia-induced stress erythropoiesis. Increased iron availability resulting from hepcidin suppression during stress erythropoiesis leads to an approximately tenfold increase in iron uptake to support emergency hemoglobin synthesis^14,15^. Despite the confirmed role of iron on erythroid maturation, its direct effects on HSCs remain rather controversial. Iron overload impairs hematopoietic stem and progenitor cells (HSPCs) through iron-induced reactive oxygen species (ROS) and hinders HSC transplantation^16,17^. Depletion of F-box and leucine-rich repeat protein 5 (FBXL5), a regulator of iron homeostasis, disrupts the FBXL5-iron regulatory protein 2 (IRP2) axis, attenuating HSC function due to iron overload^18^. Iron insufficiency also negatively affects HSPC function and can lead to medical conditions, such as iron-deficiency anemia^19^. Loss of transferrin receptor 1 (*Tfrc*) reduced cellular iron content and hampered proliferation and differentiation of HSPCs, defects that were rescued by supplementing exogenous iron^20^. Together these studies show both pathological iron overload and insufficiency impair HSC function, but whether transient fluctuations in iron levels affect HSC behavior remains to be established.

TET family proteins are iron(II)/α-ketoglutarate (Fe(II)/α-KG)-dependent dioxygenases that oxidize 5-methyl-cytosine (5mC) to 5-hydroxymethyl-cytosine (5hmC), leading to DNA demethylation^21^. Among the TET proteins, the role of TET2 is most established in hematology, having been studied extensively in the context of clonal hematopoiesis and hematological malignancies^22–26^. *Tet2* knockout HSCs exhibit transcriptional and differentiation skewing towards the myeloid lineage at the expense of erythroid lineage^27–29^. In humans, *TET2* is expressed in erythroid cells and its loss results in defective erythroid development^29–31^. Supplementation of ascorbate, a cofactor of TET proteins that reduces Fe(III) to Fe(II)^32–34^, promotes DNA demethylation and attenuates leukemia progression. On the other hand, ascorbate depletion reduces TET2 function and promotes HSC function and leukemogenesis^35,36^. Together, these studies suggest that cofactors fine tune TET2 activity in HSCs in order to balance differentiation and regeneration.

Here, we investigated the effects of anemic stress on HSCs. During phenylhydrazine (PHZ)-induced acute hemolytic anemia, the number of HSCs in the spleen increases and these cells exhibit enhanced proliferation, regeneration, and erythroid differentiation. These changes in splenic HSCs were associated with elevated intracellular iron levels, increased TET2 protein, and increased expression and DNA demethylation of erythropoiesis genes. Blocking iron uptake impaired splenic HSC expansion, proliferation, and erythroid potential. Suppressing TET2 expression also decreased the erythroid potential of splenic HSCs. Overall, our results provide insight into the instructive role of iron in promoting TET2-mediated DNA demethylation and erythropoiesis in splenic HSCs during anemia.

## Results

### PHZ-induced acute hemolytic anemia increases splenic HSCs

Recent studies using clonal barcoding and lineage tracing of HSCs in situ demonstrated that hematopoietic contribution by HSCs is an overall slow process^37–42^. T- and B-cells had particularly slow influx from HSCs, whereas platelets and granulomonocytic cells had more robust influx from HSCs. Applying stressors to these HSC tracing models revealed that the contribution of HSCs to multiple hematopoietic lineages increased after myeloablation or severe inflammation^39,41^. In contrast to these stressors that require multilineage responses to return to homeostasis, hemolytic anemia leads to specific depletion of erythrocytes. Whether multipotent HSCs, in addition to lineage restricted erythroid progenitors, respond to such insult remains unknown. To investigate whether HSCs respond to hemolytic anemia, we used a HSC lineage tracing model with the *Krt18-CreER* driver (in *Krt18-CreER; Rosa26-lox-STOP-lox-tdTomato* mice, hereafter Krt18-tdT mice). In these mice, *Krt18* is specifically expressed in HSCs and allows genetic labeling of HSCs and their descendants (Supplementary Fig. 1A)^41^. Recent analysis revealed that *Krt18-CreER* labels primitive HSCs as specifically as the *Tie2-ER-Cre-ER* driver^38,43^. Krt18-tdT mice were treated with tamoxifen for 5 consecutive days followed by two doses of phenylhydrazine (PHZ) to induce hemolytic anemia (Fig. 1a). Mice became anemic as soon as 1 day after PHZ treatment and recovered over the next 4 days (Fig. 1b). Spleens were enlarged in anemic mice and reached a maximum size around day 3–4 post PHZ treatment, returning to normal at day 7 (Supplementary Fig. 1B). After PHZ treatment, red blood cells (RBCs) were the only population within mature hematopoietic cells in the blood that exhibited a significant increase in tdTomato labeling compared to controls, indicating accelerated generation of RBCs from HSCs (Fig. 1d). In contrast to the multilineage response caused by chemotherapy 5-fluorouracil^41^, *Krt18-CreER*-mediated labeling of other lineages was unaffected by PHZ treatment (Fig. 1d). Labeling in hematopoietic stem and progenitor cells (HSPCs) in the bone marrow was not affected by PHZ (Fig. 1c). However, MPPs and megakaryocyte-erythroid progenitors (MEPs) in the spleen exhibited increased labeling, indicative of enhanced erythroid regeneration in the spleen (Fig. 1e). These results suggest that HSCs respond to anemic stress by compensating for loss of RBCs without altering their contribution toward other lineages.

**Fig. 1:**
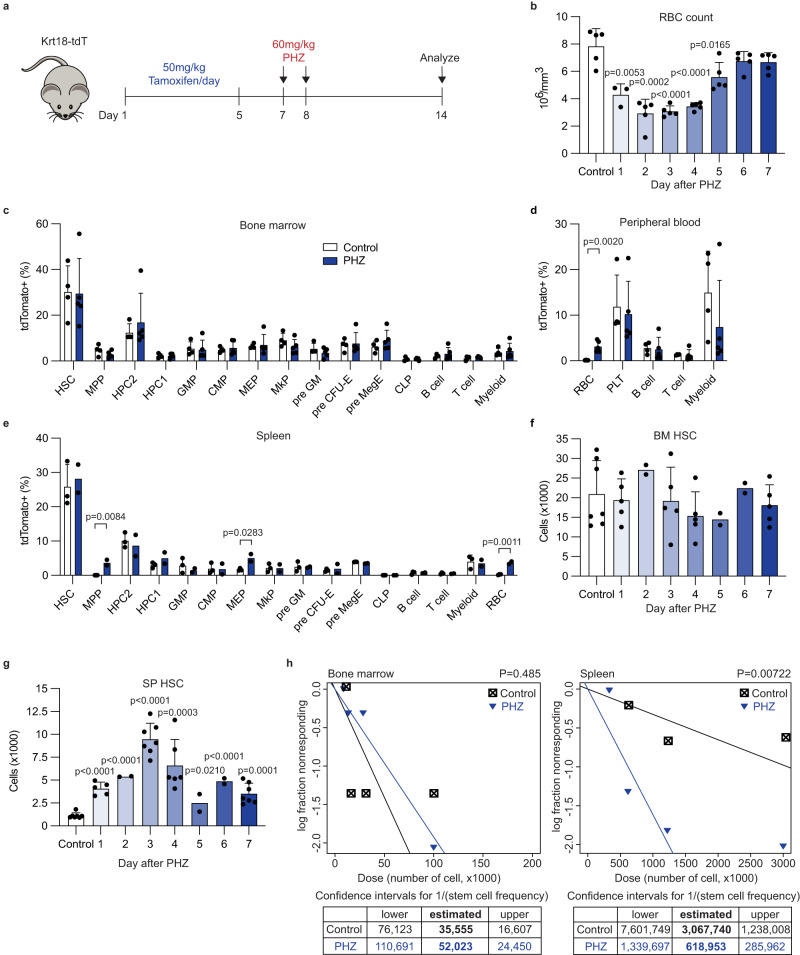
Splenic HSCs are increased in response to PHZ-induced hemolytic anemia. **a** Schematic illustration of the HSC lineage tracing experiment. **b** Red blood cell (RBC) count at days 1–7 post PHZ treatment (*n* = 3 for day 1 and *n* = 5 for others). **c**–**e** Labeling frequencies of different hematopoietic lineages in the bone marrow and peripheral blood (**c**, **d**) or in the spleen (**e**) of PHZ-treated (blue bars) or untreated (open bars) Krt18-tdT mice (*n* = 4, 5, 4, 5, 3, and 2 for untreated bone marrow, PHZ-treated bone marrow, untreated peripheral blood, PHZ-treated peripheral blood, untreated spleen, and PHZ-treated spleen, respectively). **f**, **g** The numbers of HSCs in the bone marrow (**f**, BM HSC) and spleen (**g**, SP HSC) at days 1–7 post PHZ treatment (*n* = 7, 5, 2, 5, 5, 2, 2, and 5 for control and days 1–7, respectively in (**f**); *n* = 7, 5, 2, 7, 6, 2, 2, and 7 for control and days 1–7, respectively in (**g**)). **h** Limiting dilution transplantation of bone marrow cells (left) or splenocytes (right) isolated from control (black) or PHZ-treated (blue) mice. Estimated HSC frequencies and 95% confidence intervals are shown. Comparisons were performed by unpaired, two-tailed Student’s *t* test in (**b**–**g**) and Poisson statistical analysis in (**h**). All data represent mean ± standard deviation. All numbers (*n*) are independent animals. Source data are provided as a Source Data file. Mouse illustration was adapted from Creazilla (https://creazilla.com/nodes/18581-big-eared-grey-mouse-clipart) under the Creative Commons license CC0.

We then examined the effect of PHZ-induced hemolytic anemia on HSPCs. PHZ treatment reduced the number of HPC2 cells, which are biased towards the megakaryocytic and erythroid lineages^8,44^, but did not affect the number of HSCs or other HSPCs in the bone marrow (Fig. 1f and Supplementary Fig. 1C, D). However, PHZ-treated mice had significantly expanded HSC and HPC2 numbers in their spleens, with peak expansion at 3 or 4 days after PHZ treatment, respectively, when RBCs also reached nadir (Fig. 1g and Supplementary Fig. 1D).

To determine the frequency of HSCs in a functional assay, we performed limiting dilution transplantation of whole bone marrow cells and splenocytes from mice treated or untreated with PHZ. This assay revealed that while PHZ treatment did not affect the frequency of HSCs in bone marrow (control; 1 in 35,555, PHZ; 1 in 52,023, *P* = 0.485), it increased HSC frequency in spleens fivefold (control; 1 in 3,067,740, PHZ; 1 in 618,953, *P* = 0.0072, Fig. 1h). These results establish that HSCs expand in the spleen following hemolytic anemia, with a concomitant increase in progenitors and cell populations to support increased erythropoiesis.

### Hemolytic anemia promotes erythropoiesis by splenic HSCs

To study how hemolytic anemia affects HSPCs, we first analyzed HSPC proliferation. We injected C57BL/6 mice with two doses of PHZ followed by a 24-h pulse of BrdU three days after the first PHZ injection. We found significantly higher BrdU incorporation into splenic but not bone marrow HSCs and MPPs after PHZ treatment compared to control, indicating an enhanced cell division in these two splenic populations (Fig. 2a). We then examined the differentiation potential of HSCs in single cell colony forming assays. While splenic HSCs from control mice formed significantly fewer colonies than bone marrow HSCs, splenic HSCs from PHZ-treated mice formed significantly more colonies than those from untreated mice (Fig. 2b). By enumerating the types of colonies formed by single HSCs, we found that PHZ-treated splenic HSCs formed more multipotent colonies consisting of granulocytes, erythrocytes, megakaryocytes, and macrophages/monocytes (GEMm) than control splenic HSCs (Fig. 2c and Supplementary Fig. 2A). The frequency of colonies that contained Ter119+ erythroid cells was significantly lower in control splenic HSCs compared to bone marrow HSCs, but PHZ treatment significantly increased these colony numbers to levels higher than control bone marrow HSCs (Fig. 2d). Notably, a subset of splenic HSCs expressed CD71, the transferrin receptor enriched in erythroid cells, after PHZ-induced anemia (Fig. 2e and Supplementary Fig. 2B).

**Fig. 2:**
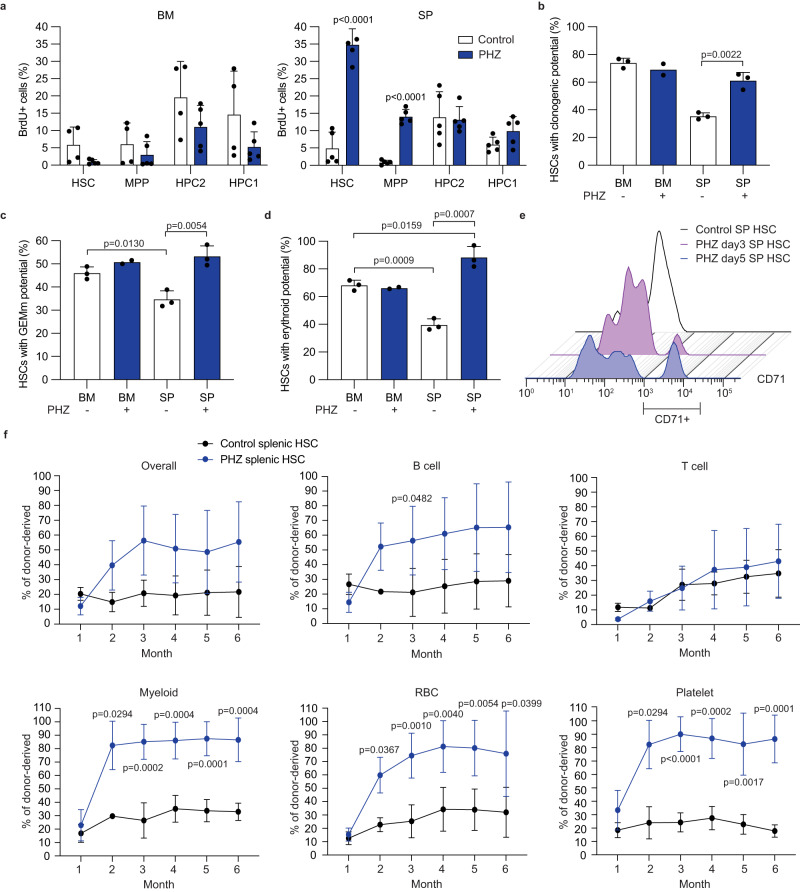
Hemolytic anemia increases regenerative and erythroid potential of splenic HSCs. **a** BrdU incorporation assay with bone marrow (BM, left) and splenic (SP, right) HSC, MPP, HPC2 and HPC1 from mice treated or untreated with PHZ (*n* = 4 for control BM and *n* = 5 for other groups). **b**–**d** Colony forming assays with single-cell sorted bone marrow or splenic HSCs from either control or PHZ-treated mice. Shown are clonality of single HSCs (**b**), the frequency of colonies containing granulocytes, erythrocytes, megakaryocytes, and macrophages/monocytes (GEMm, **c**), and those containing erythroid cells (**d**) (*n* = 2 for PHZ-treated bone marrow and *n* = 3 for other groups). **e** Representative histograms of CD71 expression in splenic HSCs at the indicated time point after PHZ treatment. **f** Transplantation of 50 splenic HSCs isolated from mice treated or untreated with PHZ. Proportion of donor-derived cells in each cell population are shown (*n* = 3 for control and *n* = 4 for PHZ in T cell; *n* = 4 for control and *n* = 5 for PHZ in other groups). Comparisons were performed by unpaired, two-tailed Student’s *t* test. All data represent mean ± standard deviation. All numbers (*n*) are independent animals. Source data are provided as a Source Data file.

We then tested whether hemolytic anemia affects the regenerative potential of HSCs in vivo. We sorted 50 bone marrow or splenic HSCs from control or PHZ-treated *Ubc-GFP* mice and transplanted them to lethally irradiated recipients. Splenic HSCs exhibited lower reconstitution compared to bone marrow HSCs from control mice (Supplementary Fig. 2C). However, splenic HSCs isolated from PHZ-treated mice showed significantly higher reconstitution of RBCs, myeloid cells, and platelets compared to control splenic HSCs (Fig. 2f). Additionally, PHZ-treated splenic HSCs exhibited increased potential to generate stress erythroid progenitors^9^ in the spleens after transplantation compared to control splenic HSCs (Supplementary Fig. 2D). PHZ treatment did not affect the reconstitution potential of bone marrow HSCs (Supplementary Fig. 2C). Collectively, these results demonstrate that PHZ-induced hemolytic anemia increases the regenerative potential of splenic HSCs, especially in the erythro-myeloid lineage.

To explore the changes in the HSPC population caused by hemolytic anemia, we performed single cell RNA sequencing (scRNA-seq) of lineage^−^Sca-1^+^c-kit^+^ (LSK) cells isolated from the bone marrow or the spleens of mice treated or untreated with PHZ. We identified twelve clusters including those that are enriched in genes associated with HSC, myeloerythroid progenitor cells (MPP-My/Ery), and erythroblasts (EB) (Fig. 3a, b). Consistent with the expansion of HPC2 and the increased erythropoiesis potential of the splenic progenitors after PHZ treatment, we observed significant expansion of clusters MPP-My/Ery and EB in the spleens of PHZ-treated mice (Fig. 3c, d). Moreover, cluster EB was uniquely present in the spleens of PHZ-treated mice (Fig. 3c).

**Fig. 3:**
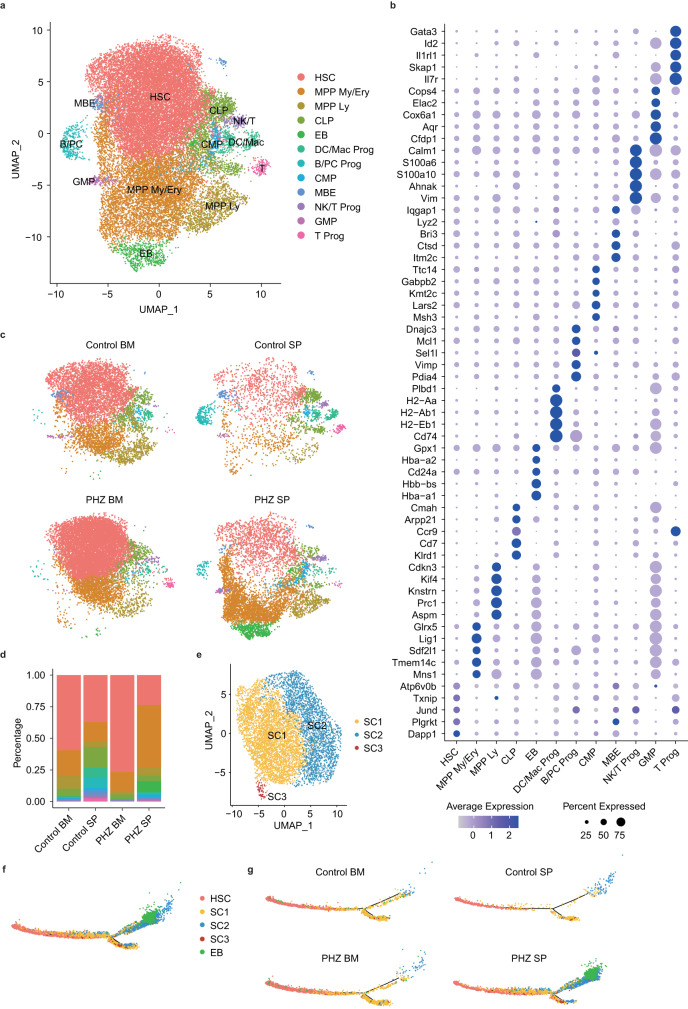
Single cell analysis of erythroid commitment within bone marrow and splenic HSPCs. **a** UMAP embedding all of bone marrow and splenic HSPCs from control or PHZ-treated mice. Cells are labeled on the basis of their cluster identity (*n* = 4). The clusters correspond to hematopoietic stem cell (HSC), myeloerythroid progenitor (MPP-My/Ery), lymphoid-primed multipotent progenitor (MPP Ly), common lymphoid progenitor (CLP), erythroblast (EB), dendritic cell/macrophage progenitor (DC/Mac Prog), B cell/plasma cell progenitor (B/PC Prog), common myeloid progenitor (CMP), mast cell/basophil/eosinophil progenitor (MBE), NK/T cell progenitor (NK/T Prog), granulocyte/macrophage progenitor (GMP), T cell progenitor (T prog) as shown in (**b**). **b** Dot plot showing the average expression of selected marker genes in individual HSPCs. The size of dots represents the percentage of cells expressing a given gene. The cluster-wise mean expression value is shown in log scale and dots are colored on the basis of this value. **c** UMAP embedding HSPCs of each group. **d** Bar graph showing the distribution of transcriptional clusters of each group. **e** UMAP created by sub-clustering of the cluster MPP-My/Ery. Cells are divided into three clusters labeled as sub-cluster (SC) 1, 2, and 3. **f** The cells of clusters HSC, SC1-3, and EB are embedded based on their estimated psuedotime values. **g** Pseudotime trajectory of each group.

Cluster MPP-My/Ery could be further subdivided into three clusters, namely SC1, SC2, and SC3 (Fig. 3e). Cluster SC1 exhibited mix erythroid and myeloid potential, cluster SC2 showed a stronger bias towards erythroid potential, and cluster SC3 demonstrated a greater commitment to the myeloid lineage (Supplementary Fig. 2E). We then thought to delineate the developmental trajectories between immature HSC and the myeloerythroid progenitors (clusters SC1, SC2, SC3, and EB). We observed a bifurcation in the trajectory from HSC towards either cluster SC1 or SC2 (Fig. 3f). The trajectory towards cluster SC1 was prominent in the bone marrow and in the control spleen, whereas PHZ-treated spleens exhibited strong enrichment of cells following the trajectory towards cluster SC2 and then to cluster EB, the erythroblasts (Fig. 3g). These findings indicate that PHZ-induced hemolytic anemia promotes erythroid commitment in splenic HSPCs and expands progenitors with erythroid potential.

### Iron promotes erythroid differentiation of splenic HSCs

Stress erythropoiesis is associated with increased iron consumption due to enhanced hemoglobin synthesis^45^. PHZ-induced hemolytic anemia increases levels of splenic iron and iron absorption^46^, but whether iron uptake is increased in splenic HSCs remains unknown. To test this, we measured iron levels in HSCs with calcein AM. Fluorescence of calcein AM is quenched by the cellular labile iron pool, and therefore is anticorrelated with cellular iron level^47,48^. As soon as one day after PHZ treatment, the iron level in splenic HSCs, but not bone marrow HSCs, was significantly increased, reaching the highest level around day 3 post treatment before returning to steady-state at day 7 (Fig. 4a, b). Daily treatment with an iron chelator deferoxamine (DFO) reduced PHZ-induced splenic HSC iron uptake (Fig. 4c). Importantly, disrupting iron uptake by DFO partially diminished the PHZ-induced splenic HSC expansion and proliferation (Fig. 4d, e). DFO treatment also suppressed the enhanced colony forming capacity and erythroid potential of PHZ-treated splenic HSCs (Fig. 4f–h and Supplementary Fig. 3A). These results demonstrate not only that HSCs take up more iron following PHZ treatment, but also that this increase in iron promotes HSC expansion, division, and supports the enhanced erythroid potential observed during anemia.

**Fig. 4:**
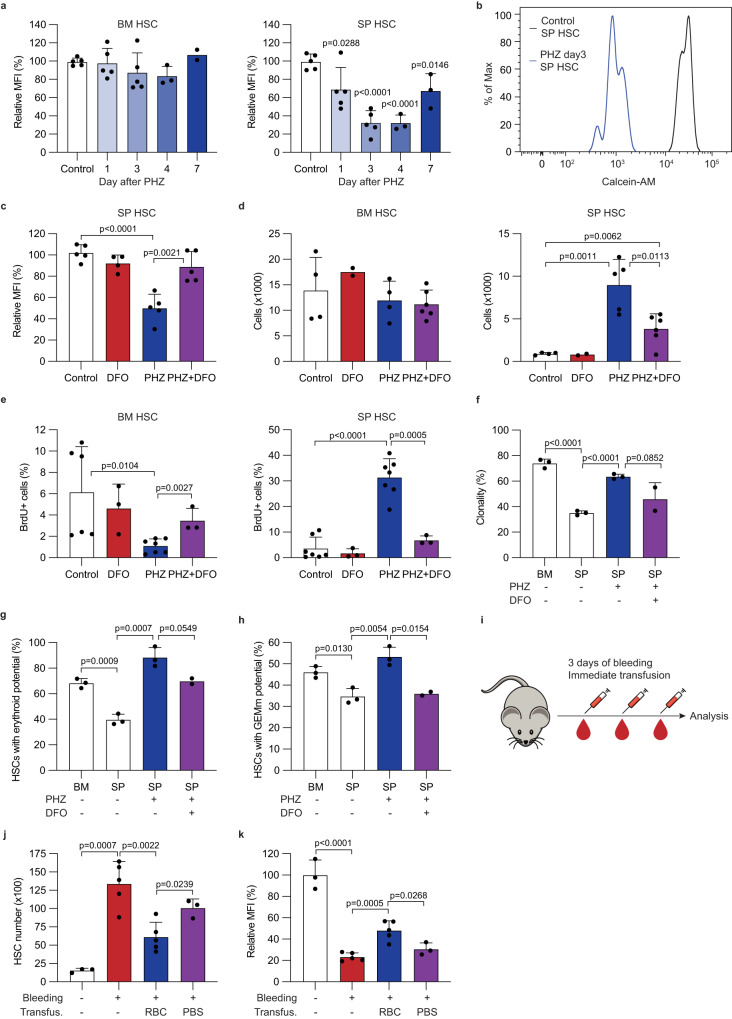
Increased iron uptake is responsible for the functional changes of splenic HSC. **a** Relative changes of the mean fluorescence intensity (MFI) of calcein AM staining in bone marrow (left) and spleen (right) HSCs over time (*n* = 5 for control and days 1 and 3 in both groups, *n* = 3 for day 4 in both groups and for day 7 of spleen, and *n* = 2 for day 7 in bone marrow). **b** Representative histograms of calcein AM staining of control or PHZ-treated (day 3 post treatment) splenic HSCs. **c** Relative changes of calcein AM MFI in splenic HSCs after DFO, PHZ, or PHZ + DFO treatments (*n* = 4 for PHZ and *n* = 5 for other groups). **d** HSC numbers in the bone marrow (left) and spleen (right) after DFO, PHZ, or PHZ + DFO treatments (*n* = 4, 2, 4, and 6 for control, DFO, PHZ, and PHZ + DFO, respectively in bone marrow; *n* = 4, 2, 5, and 6 for control, DFO, PHZ, and PHZ + DFO, respectively in spleen). **e** BrdU incorporation into bone marrow (left) or splenic (right) HSCs after DFO, PHZ, or PHZ + DFO treatments (*n* = 6, 3, 7, and 3 for control, DFO, PHZ, and PHZ + DFO, respectively in bone marrow; n = 7, 3, 7, and 3 for control, DFO, PHZ, and PHZ + DFO, respectively in spleen). **f**–**h** Colony forming assays with single-cell sorted bone marrow or splenic HSCs from control, PHZ-treated, or PHZ + DFO-treated mice. Shown are clonality (**f**), frequency of colonies containing erythroid cells (**g**), and frequency of GEMm colonies (**h**) (*n* = 2 for PHZ + DFO-treated group and *n* = 3 for others). **i** A schematic of the serial bleeding and transfusion analysis. Mice were bled for 3 days followed by immediate transfusion of fresh RBCs or PBS. **j**, **k** Splenic HSC numbers (**j**) and calcein AM MFI (**k**) after repeated bleeding and transfusion of RBCs or PBS (*n* = 3, 5, 3, and 5 for control, bleeding, bleeding and RBC transfusion, and bleeding and PBS transfusion, respectively). Comparisons were performed by unpaired, two-tailed Student’s *t* test. All data represent mean ± standard deviation. All numbers (*n*) are independent animals. Source data are provided as a Source Data file. Mouse and syringe illustrations were adapted from Creazilla (https://creazilla.com/nodes/18581-big-eared-grey-mouse-clipart, https://creazilla.com/nodes/42124-syringe-emoji-clipart) under the Creative Commons license CC0 and CC BY, respectively.

We used two different models of erythropoietic stress, namely repeated bleeding (Fig. 4i)^13^ and transfusion of heat-stress erythrocytes (Supplementary Fig. 3B)^49,50^, to examine whether the changes in splenic HSCs upon erythroid stress is specific to PHZ treatment. Repeated bleeding increased splenic but not bone marrow HSC numbers, which was accompanied by increased iron uptake by splenic HSCs (Fig. 4j, k). These changes were partially rescued by RBC transfusion (Fig. 4j, k). Transfusion of heat-stressed erythrocytes models pathologically shortened erythrocyte lifespan^49,50^. Two hours after transfusion of stressed erythrocytes, but not fresh erythrocytes, we observed slightly enlarged and darkened spleens as in PHZ-treated animals, indicating enhanced erythrophagocytosis in the spleen (Supplementary Fig. 3B, C). Transfusion of stressed erythrocytes increased splenic HSCs, although to a much lower degree than PHZ treatment, and increased iron uptake of splenic HSCs without affecting bone marrow HSCs (Supplementary Fig. 3D–F). These results suggest that the enhanced iron uptake of splenic HSCs is not specific to PHZ-induced anemia and may represent a general response of HSCs to erythropoietic stress.

### TET2 promotes erythropoiesis by splenic HSC during anemia

Erythropoiesis is associated with global DNA demethylation^51–53^. However, whether DNA demethylation takes place in HSCs upon anemic stress is unknown. Given the critical role of TET2 in regulating DNA demethylation in HSCs, we examined whether TET2 is involved in the responses of HSCs to hemolytic anemia. We deleted *Tet2* from *Mx1-Cre; Tet2* ^*fl/fl*^ mice by three doses of poly (I:C) injections every other day, following by two PHZ injections 2 weeks after the last poly (I:C) injection. Efficient deletion of *Tet2* was confirmed by qPCR and genomic PCR (Supplementary Fig. 4A, B). *Tet2*-deficient mice had slightly increased bone marrow and splenic HSC numbers prior to PHZ treatment, consistent with previous findings^23–25^. Similarly to wild-type mice, we found that splenic HSCs expanded in *Tet2*-deficient mice and showed increased iron content in response to PHZ treatment (Fig. 5a, b). To investigate the role of *Tet2* in augmenting erythroid differentiation of splenic HSC after PHZ treatment, we transplanted splenic HSCs from *Tet2*-deficient and wild-type mice with or without PHZ treatment into irradiated recipient mice. We found that transplantation of splenic HSCs from PHZ-treated mice led to significantly increased reconstitution of multiple erythroid progenitors, such as proerythroblasts (ProE), erythroblasts A, and B (EryA, B) in bone marrow (Fig. 5c). Deleting *Tet2* attenuated this increased erythroid reconstitution by splenic HSCs (Fig. 5c), suggesting that *Tet2* is required to promote erythroid differentiation of splenic HSCs during hemolytic anemia. This *Tet2*-dependent erythroid regenerating potential of splenic HSCs was further confirmed by in vitro assays. The increased ability of splenic HSCs to form erythroid colonies after PHZ treatment was significantly blunted by *Tet2* deletion (Fig. 5d). *Tet2* deletion also reduced the ability of PHZ-treated splenic HSCs to form multipotent colonies containing erythroid cells but increased the number of colonies only containing granulocytes and macrophages/monocytes (Supplementary Fig. 4C–E). *Tet2* deletion did not affect the increased colony forming ability of splenic HSCs upon PHZ treatment (Supplementary Fig. 4F). In addition, PHZ-treated splenic HSCs formed significantly more erythroid progenitors (CFU-E and ProE) than control bone marrow or splenic HSCs when cultured in liquid media containing SCF, IL-6, and EPO in a *Tet2*-dependent manner (Fig. 5e). *Tet2* deletion also reduced the number of stress BFU-E forming cells that respond to sonic hedgehog and BMP^4^ (Fig. 5f). Attesting to the importance of *Tet2* in erythroid regeneration, *Tet2* deficiency also impaired the recovery from hemolytic anemia (Fig. 5g). These results establish that TET2 is required for the augmented erythroid differentiation but not expansion of splenic HSCs that occur during hemolytic anemia.

**Fig. 5:**
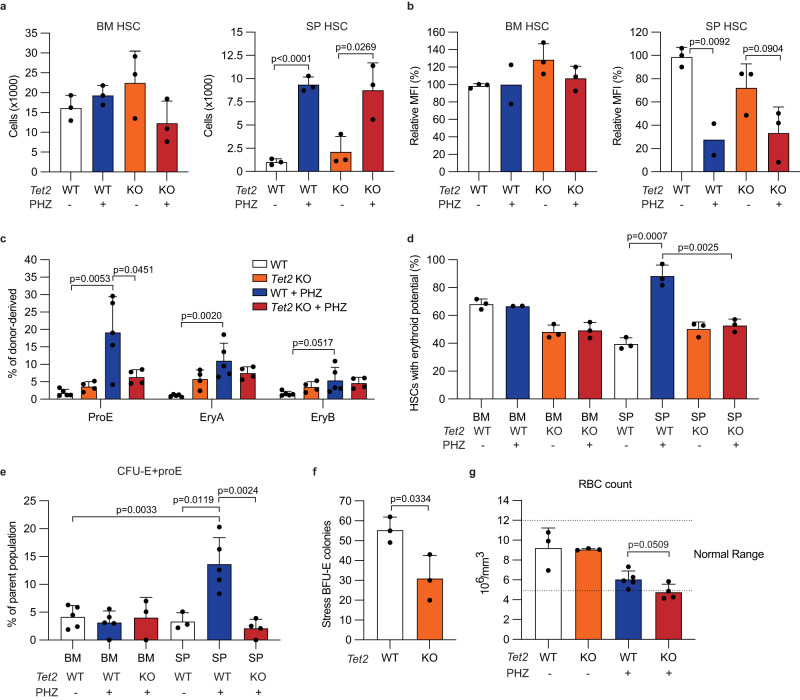
Increased erythroid potential of splenic HSC during anemia depends on TET2. **a**, **b** The numbers of HSCs (**a**) and relative changes of calcein AM MFI in HSCs (**b**) from bone marrow (left) or spleen (right) of wild-type or *Tet2* knockout mice treated or untreated with PHZ (*n* = 2 for PHZ-treated wild-type in (**b**) and *n* = 3 for other groups in (**a**, **b**). **c** Transplantation of 50 splenic HSCs isolated from wild-type or *Tet2* knockout mice treated or untreated with PHZ. Reconstitution level of erythroid progenitors were analyzed at 2 weeks post transplantation (*n* = 5 for wild-type and *n* = 4 for *Tet2* knockout). The quantification of erythroid progenitor reconstitution levels is shown. **d** Colony forming assays with single-cell sorted bone marrow or splenic HSCs of wild-type or *Tet2* knockout mice treated or untreated with PHZ. Frequency of colonies containing erythroid cells was shown (*n* = 2 for PHZ-treated wild-type bone marrow and *n* = 3 for other groups). **e** The frequency of erythroid progenitor cells (lin^-^Sca-1^-^c-kit^+^CD41^-^CD16/32^-^CD150^-^CD105^+^ cells [CFU-E+proE]) formed in vitro after 14 days culture of wild-type or *Tet2* knockout bone marrow or splenic HSCs with or without PHZ treatment (*n* = 5, 5, 3, 3, 5, and 4 for untreated wild-type bone marrow, PHZ-treated wild-type bone marrow, PHZ-treated *Tet2* knockout bone marrow, untreated wild-type spleen, PHZ-treated wild-type spleen, and PHZ-treated *Tet2* knockout spleen, respectively). **f** The numbers of BMP4- and sonic hedgehog-responsive stress BFU-E colonies from wild-type or *Tet2* knockout cells (*n* = 3). **g** Red blood cell count of control or PHZ-treated wild-type or *Tet2* knockout mice 5 days after PHZ treatment (*n* = 3, 3, 5, and 4 for untreated wild-type, untreated *Tet2* knockout, PHZ-treated wild-type, and PHZ-treated *Tet2* knockout, respectively). The dotted line indicates the range of red blood cells considered normal. Comparisons were performed by unpaired, two-tailed Student’s *t* test. All data represent mean ± standard deviation. All numbers (*n*) are independent animals. Source data are provided as a Source Data file.

### Increased TET2 protein after anemia promotes erythropoiesis

The dependency of splenic HSCs on *Tet2* to undergo erythroid differentiation during hemolytic anemia prompted us to evaluate levels of TET2 expression in these cells. Quantitative PCR analysis of bone marrow and splenic HSCs from PHZ-treated mice did not reveal significant differences in *Tet2* mRNA expression (Fig. 6a). However, we found that splenic HSCs and erythroid progenitors (ProE and CFU-E) had significantly elevated TET2 protein levels after PHZ treatment, whereas protein levels remained unchanged in bone marrow HSCs (Fig. 6b, c and Supplementary Fig. 5A).

**Fig. 6:**
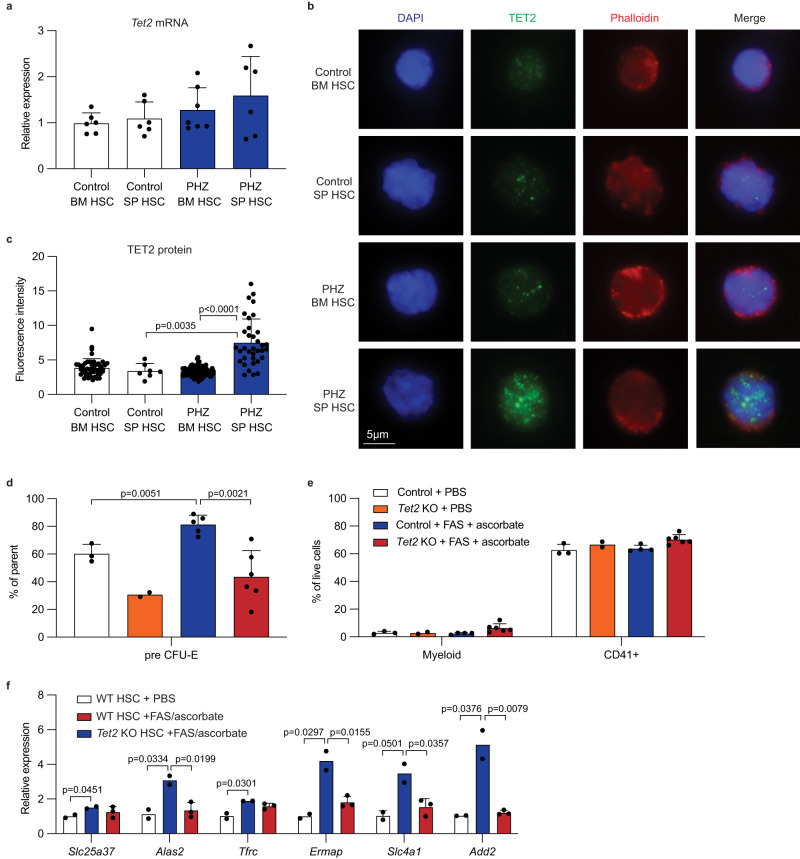
Increased TET2 protein expression and activity promote erythropoiesis during hemolytic anemia. **a** Relative expression of *Tet2* mRNA in bone marrow or splenic HSCs with or without PHZ treatment. Data is presented as relative 2^-ΔΔCt^ compared to control bone marrow HSC (*n* = 7 for PHZ-treated bone marrow HSC, *n* = 6 for other groups). **b**, **c** Representative immunofluorescence images (**b**) and quantification (**c**) of TET2 protein in bone marrow or splenic HSCs with or without PHZ treatment (*n* = 49, 7, 83, and 35 cells for untreated bone marrow HSCs, untreated splenic HSCs, PHZ-treated bone marrow HSCs, PHZ-treated splenic HSCs, respectively). **d**, **e** Wild-type or *Tet2* knockout HSCs were cultured in media containing PBS or FAS plus ascorbate, together with SCF and TPO. Frequencies of pre CFU-E (**d**) and mature myeloid and CD41 positive cells (**e**) are shown (*n* = 3, 2, 5, and 6 for wild-type +PBS, *Tet2* knockout +PBS, wild-type +FAS/ascorbate, and *Tet2* knockout +FAS/ascorbate, respectively in (**d**); *n* = 3, 2, 4, and 6 for wild-type +PBS, *Tet2* knockout +PBS, wild-type +FAS/ascorbate, and *Tet2* knockout +FAS/ascorbate, respectively in (**e**). **f** Relative expression of genes involved in erythropoiesis or iron metabolism in HSCs cultured in FAS plus ascorbate. Data is presented as relative 2^-ΔΔCt^ compared to control PBS (*n* = 2, 2, and 3 for wild-type +PBS, wild-type +FAS/ascorbate, and *Tet2* knockout +FAS/ascorbate, respectively). Comparisons were performed by unpaired, two-tailed Student’s *t* test. All data represent mean ± standard deviation. Numbers (*n*) are independent animals in (**a**, **d**, **e**, **f**) and cells from one animal per group in (**b**). Source data are provided as a Source Data file.

TET2 protein is degraded in a manner dependent on calpain and caspase during stem cell differentiation, while it is stabilized by binding to 14-3-3 proteins^54–57^. Consistently, we found that treating LSK cells with a calpain inhibitor in vitro increased TET2 protein (Supplementary Fig. 5B), suggesting that TET2 protein levels may be dynamically regulated post-transcriptionally. The relevance of this mechanism in vivo remains to be investigated.

We then asked if increased TET2 activity promotes erythroid differentiation of HSCs. To this end, we cultured HSCs with ferrous ammonium sulfate (FAS) together with ascorbate, which reduces Fe(III) to Fe(II) and promotes TET2 activity^34^. Ascorbate has been shown to ameliorate the aberrant self-renewal of *Tet2*-deficient HSCs^36^, and we subsequently confirmed that the pronounced self-renewal phenotype exhibited by *Tet2*-deficient HSCs was attenuated by ascorbate treatment (Supplementary Fig. 5C). HSCs treated with FAS plus ascorbate produced significantly more pre-CFU-E cells but not myeloid or CD41+ cells compared to controls. The effect of FAS plus ascorbic acid was not observed in *Tet2*-deficient HSCs (Fig. 6d, e). We then sought to test whether iron stimulates expression of erythropoiesis-related genes in a *Tet2*-dependent manner. Treating HSCs with FAS and ascorbate significantly increased expression of *Slc25a37*, *Tfrc*, *Alas2*, *Ermap*, *Slc4a1*, and *Add2*, in a *Tet2*-dependent manner (Fig. 6f). The expression of those genes was most significantly upregulated when HSCs were treated with the combination of FAS and ascorbate (Supplementary Fig. 5D). These results demonstrate that increased iron uptake in splenic HSCs during anemia promotes TET2 function, inducing expression of erythropoiesis- and iron metabolism-related genes in HSCs.

### TET2 mediates erythroid gene expression in splenic HSCs

To gain further insight into the mechanism by which hemolytic anemia augments the regenerative and erythroid potential of splenic HSC, we performed RNA-seq on PHZ-treated bone marrow and splenic HSCs and bone marrow HSCs from untreated mice (Fig. 7a, b). Untreated splenic HSCs were not included in the analysis due to scarcity of the cells. Gene set enrichment analysis (GSEA) revealed that genes involved in heme metabolism were enriched in PHZ-treated splenic HSCs compared to untreated bone marrow HSCs (Fig. 7c). Gene Ontology (GO) analysis also detected gene signatures associated with iron transport in PHZ-treated splenic HSCs (Fig. 7d). Erythroid-related and iron metabolism-related genes including *Tfrc*, *Alas2*, *Slc25a37*, *Ermap*, *Slc4a1*, *Car1*, *Add2* and *Cldn13* were differentially expressed in PHZ-treated splenic HSCs compared to control bone marrow HSCs (Fig. 7a, b). A subset of Gata1 regulated genes in a Gata1-inducible erythroblast cell line^58^ were differentially expressed in PHZ-treated splenic HSCs compared to bone marrow HSCs (Supplementary Fig. 5E). Nine of the top 30 most differentially upregulated genes exhibited erythroid-biased expression (Supplementary Fig. 6A–I). Quantitative PCR analysis to confirm transcriptional changes in PHZ-treated splenic HSCs showed strong induction of erythropoiesis- and iron-related genes such as *Slc4a1*, *Cldn13*, *Ermap*, and *Tfrc* (Fig. 7e). Consistent with the increased expression of erythroid genes, motif analysis identified enrichment of recognition sites of MAFK^59^ and EKLF in PHZ-treated splenic HSCs (Fig. 7f).

**Fig. 7:**
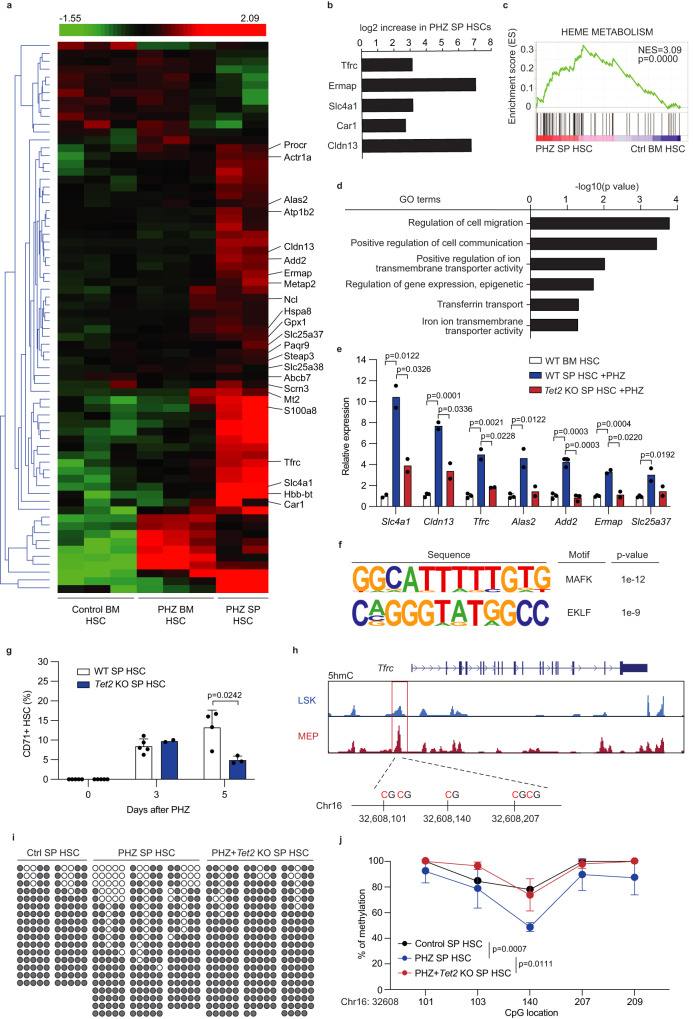
TET2-dependent induction and DNA demethylation of erythroid genes in splenic HSCs during hemolytic anemia. **a** Heatmap for the differentially expressed genes in control bone marrow HSCs, PHZ-treated bone marrow HSCs, and PHZ-treated splenic HSCs. Genes involved in erythropoiesis or iron metabolism are labeled. **b** Log_2_ fold change (L2FC) of the differentially expressed erythroid genes in PHZ-treated splenic HSCs. **c** GSEA showing the enrichment of genes involved in heme metabolism in PHZ-treated splenic HSCs. **d** Selected GO terms that were upregulated in PHZ-treated splenic HSCs. **e** Relative expression of genes involved in erythropoiesis or iron metabolism in bone marrow or splenic HSCs with or without PHZ treatment. Data is presented as relative 2^-ΔΔCt^ compared to control bone marrow (*n* = 2 for *Slc4a1* and *n* = 3 for other genes in wild-type bone marrow; *n* = 3 for *Add2* and *n* = 2 for other genes in PHZ-treated wild-type spleen and PHZ-treated *Tet2* knockout spleen). **f** Enrichment of transcription factor motifs involved in erythropoiesis in PHZ-treated splenic HSCs. **g** The frequency of CD71+ splenic HSCs in WT or *Tet2* KO spleens at day 3 or 5 post PHZ treatment (*n* = 5, 5, and 4 for day 0, 3, and 5 in wild-type spleen, respectively; *n* = 5, 2, and 3 for day 0, 3, and 5 in *Tet2* knockout spleen, respectively). **h** 5hmC profiles at the *Tfrc* locus in LSK or MEP cells. The chromosomal coordinates of CpG sites within the *Tfrc* regulatory element (red box) is also shown. **i**, **j** Bisulfite sequencing results of *Tfrc* methylation level at the indicated CpG sites in control or *Tet2* KO splenic HSCs with or without PHZ treatment. Unfilled and filled circles represent unmethylated and methylated CpGs, respectively (**i**). Quantification of the methylation level at each CpG sites are shown (**j**) (*n* = 2, 4, and 3 for control spleen, PHZ-treated spleen, and PHZ-treated *Tet2* knockout spleen, respectively). The *P* values shown are for the methylation level at Chr16: 32,608,140. Comparisons were performed by unpaired, two-tailed Student’s *t* test. All data represent mean ± standard deviation. All numbers (*n*) are independent animals. Source data are provided as a Source Data file.

To test whether the induction of erythropoiesis-related and iron-related genes depends on *Tet2*, we examined the expression of these genes in HSCs isolated from PHZ-treated *Tet2*-deficient mice. Loss of *Tet2* significantly attenuated the induction of 5 out of 7 PHZ-induced erythropoiesis- and iron-related genes, including *Slc4a1* (Erythrocyte Membrane Protein Band 3), *Cldn13*, and *Tfrc* (Fig. 7e and Supplementary Fig. 6J). Consistently, cell surface expression of CD71 (encoded by *Tfrc*) was significantly reduced in *Tet2*-deficient splenic HSCs after PHZ treatment (Fig. 7g). Finally, we tested whether TET2 induces the expression of erythroid genes in splenic HSCs after PHZ treatment by DNA demethylation. Analysis of a 5hmC profiling dataset in LSK and MEP cells^60^ identified a robust 5hmC peak, particularly in MEPs, in the promoter region of *Tfrc* that contained 5 CpG sites (Fig. 7h). 

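Methylation of the locus was measured by bisulfite PCR followed by amplicon sequencing. Bisulfite converts unmethylated cytosines, which are then read as thymine after PCR, while methylated cytosines are still read as cytosine. The deposited files cover splenic HSCs from 2 control mice and 3 mice treated with phenylhydrazine (PHZ), a compound that lyses red blood cells, and bone marrow HSCs from 3 control and 3 PHZ-treated mice. Tet2-deficient HSCs were not analysed here. The sample records describe injections of 60 mg/kg on 2 days with sorting 3 days after the last injection, whereas the paper's methods can be read as 60 mg/kg in total. The treatment field of those records marks all bone marrow samples as vehicle and all splenic samples as PHZ, while the sample names list both treatments in both tissues. The splenic groups were therefore taken from the names and the numbers of mice in Supplementary Fig. 6K, and the bone marrow groups from the names and the study's design text alone.

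The amplicon spans 249 bp of chromosome 16 from 32608045 to 32608293 (GRCm38, the assembly also called mm10), located by matching the bisulfite primers to the converted reference. No GENCODE gene overlaps it. Tfrc, which encodes the transferrin receptor CD71 (Ensembl gene ENSMUSG00000022797.16, forward strand, 32608920 to 32632794), starts 627 bp downstream of the amplicon. The 5 CpG sites, numbered here CpG 1 to CpG 5 in order of position, lie 819, 817, 780, 713 and 711 bp upstream of the start of the gene, and CpG 3 is the site at 32608140. The sequence around 32608140 is GGTCAAATTCGTGGCTGGGAA, in which the only CG is this site.

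**Figure D1:**
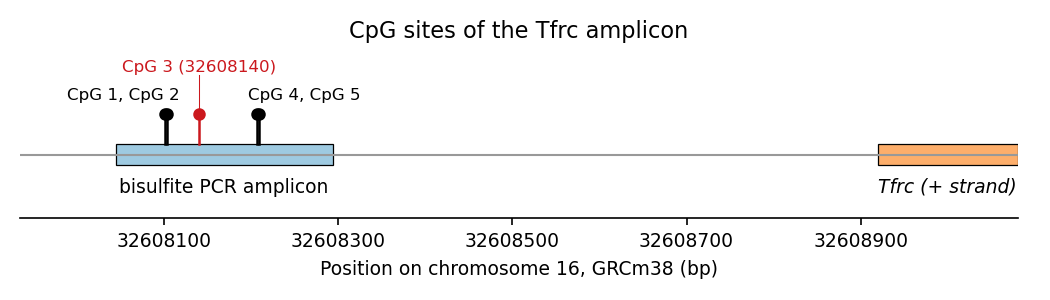
Map of the bisulfite PCR amplicon and the start of Tfrc on chromosome 16 (GRCm38, position in bp). Circles mark the 5 CpG sites, with CpG 3 in red, all upstream of the annotated start of Tfrc at 32608920.

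According to the paper's methods, libraries of the PCR products were made with a Nextera XT kit, sequenced on an Illumina iSeq 100 and analyzed with Bismark against mm10. For each sample, the authors deposited the fraction of reads called methylated and the number of reads covering each CpG, on each strand and summed over both strands. Forward-strand reads per CpG ranged from 2048 to 3556 (median 2664) in the control splenic samples, from 2175 to 3458 (median 2650) in the PHZ-treated splenic samples, from 15 to 3162 (median 1602) in the control bone marrow samples and from 1525 to 3283 (median 2338) in the PHZ-treated bone marrow samples. A single control bone marrow sample, replicate 3, had only 15 to 20 forward-strand reads per CpG. Both primers match only the converted top strand, so cytosines of the opposite strand are paired with guanines that bisulfite leaves unchanged. In all 11 samples the reverse-strand rows were between 99.5% and 100% methylated (median 99.96%). Methylation percentages were therefore taken from the forward-strand rows. This choice was made after the values had been seen, when the forward-strand means were also seen to lie near those plotted in Supplementary Fig. 6K. The plan had been to use the sum over both strands, which brings every percentage closer to 100%. Group means were compared by exact two-sided permutation tests over mice.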

We then performed bisulfite sequencing of this locus in wild-type and *Tet2*-deficient splenic HSCs with or without PHZ treatment. This analysis revealed that while all of the CpG sites in this locus were highly methylated in wild-type splenic HSCs, one of the CpG site (Chr16: 32,608,140) became significantly demethylated after PHZ treatment (Fig. 7i, j and Supplementary Fig. 6K). 

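In control splenic HSCs, methylation was 99.8% ± 0.053 (SD, n = 2) at CpG 1, 90.3% ± 7.95 (SD, n = 2) at CpG 2, 81.0% ± 7.19 (SD, n = 2) at CpG 3 (32608140), 99.8% ± 0.087 (SD, n = 2) at CpG 4 and 99.5% ± 0.24 (SD, n = 2) at CpG 5. In PHZ-treated splenic HSCs, methylation at 32608140 was 60.5% ± 6.69 (SD, n = 3), a change of -20.5 percentage points. All PHZ-treated mice were lower than both control mice at this site (exact permutation test, two-sided, p = 0.1, the smallest p that 2 mice against 3 allow; p = 0.333 after Benjamini-Hochberg adjustment over the 5 CpGs). The design therefore cannot reach p under 0.05 by an exact test. With each mouse left out in turn, the change at 32608140 ranged from -25.5 to -15.4 percentage points.

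At the other 4 CpGs the PHZ-treated means were also lower, by less than at CpG 3. Methylation was 92.1% ± 5.97 (SD, n = 3) at CpG 1, 83.4% ± 7.54 (SD, n = 3) at CpG 2, 88.97% ± 11.7 (SD, n = 3) at CpG 4 and 87.1% ± 13.8 (SD, n = 3) at CpG 5. The changes at these sites, in the same order, were -7.70, -6.92, -10.8 and -12.5 percentage points. Their exact permutation p was 0.2, 0.4, 0.2 and 0.3, with adjusted p between 0.333 and 0.4. Leaving out each mouse in turn gave changes from -10.6 to -4.63 at CpG 1 and from -12.5 to -1.30 at CpG 2. The same fits ranged from -16.0 to -4.49 at CpG 4 and from -17.7 to -4.66 at CpG 5. The groups did not overlap at 4 of the 5 CpGs, all but CpG 2. Chance alone puts all PHZ-treated mice below both control mice in 10% of cases at a given CpG. At CpG 4 the separation was within read-counting error. The highest PHZ-treated mouse was at 99.46% (Wilson interval 99.12% to 99.67%) and the lowest control mouse at 99.69% (99.39% to 99.84%). The highest PHZ-treated and lowest control values were 97.8% and 99.7% at CpG 1, 67.9% and 75.9% at CpG 3, and 97.5% and 99.4% at CpG 5. The change at CpG 3 minus the mean change of the other 4 CpGs was -11.0 percentage points, and this within-mouse contrast overlapped between the groups (exact permutation test, two-sided, p = 0.3). With group levels averaged as log odds it was -14.2 percentage points, with the smallest p the design allows (exact permutation test, two-sided, p = 0.1). On the percentage scale, the contrast ranged from -15.2 to -6.13 percentage points when each mouse was left out in turn.

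**Figure D2:**
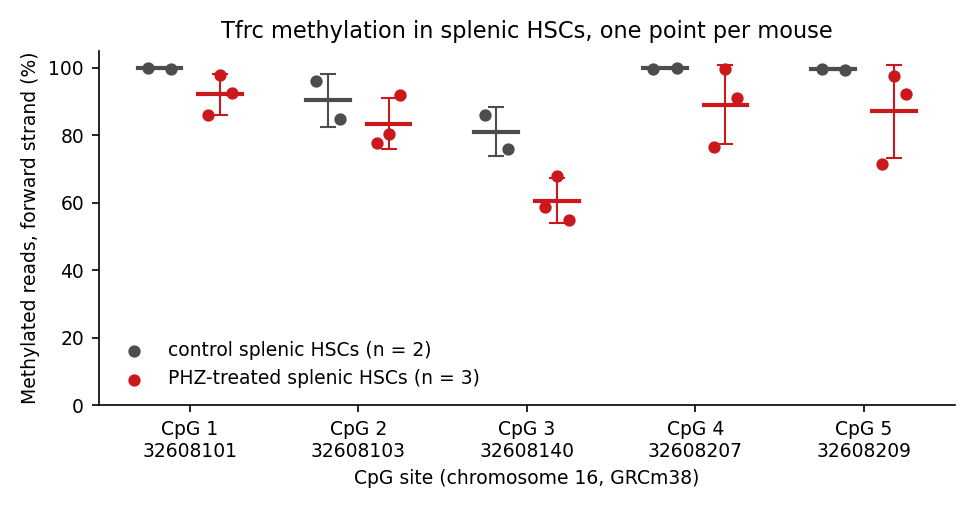
Percentage of forward-strand reads called methylated (y axis) at the 5 Tfrc CpG sites in order of position (x axis) in control (grey, n = 2) and PHZ-treated (red, n = 3) splenic HSCs. Each point is a mouse, thick bars are means and error bars are SD. At 32608140 the PHZ-treated mice lie between 54.9% and 67.9%, and the control mice at 75.9% and 86.1%.

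The setting that moved the change at CpG 3 most, apart from the uninformative reverse strand, was the sum over both strands. It gave 90.4% in control and 80.1% in PHZ-treated splenic HSCs at 32608140, a change of -10.4 percentage points with the same exact permutation p of 0.1. Control and PHZ-treated samples share replicate numbers 1 and 2, but deviations of same-numbered samples from their group means, over the 5 CpGs, were correlated at -0.22 (10 values from 2 pairs, which are different mice). The deviations of the 2 control mice are equal and opposite at each CpG, so this value says little about pairing. With the replicate number as a block, the paired change at 32608140 was -17.6 percentage points (exact sign-flip permutation test, p = 0.5, the smallest p that 2 pairs allow), and -7.90, -11.2, -11.8 and -15.1 percentage points at CpG 1, CpG 2, CpG 4 and CpG 5. From the drop at 32608140, together with the sequenced clones in Fig. 7j, the paper concludes that this CpG became demethylated after PHZ treatment while the locus had been highly methylated before it.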

Demethylation of this CpG site was abolished in PHZ-treated *Tet2*-deficient splenic HSCs, demonstrating the TET2 dependency of DNA demethylation during hemolytic anemia (Fig. 7i, j). Collectively, these results support a model in which increased iron uptake and TET2 expression in splenic HSCs during anemia promote DNA demethylation and enhanced erythropoiesis.

## Discussion

In this study, we demonstrate that splenic HSCs are expanded and activated to respond to stress erythropoiesis during hemolytic anemia. In splenic HSCs, increased iron uptake and TET2 protein expression coordinate to promote erythroid differentiation via enhancing DNA demethylation on iron metabolism and erythroid-related genes. We found that blocking iron uptake reduces PHZ-induced splenic HSC expansion, activation and erythroid-biased differentiation, whereas *Tet2* knockout mainly eliminates their enhanced erythroid potential. Our findings demonstrate the active role played by HSCs in regenerating the erythroid compartment during stress erythropoiesis and show that this activity is regulated by iron and TET2.

Prior studies focusing on the role of erythroid progenitors during stress erythropoiesis identified immature self-renewing erythroid progenitors as responsible for rapid erythropoiesis under stress conditions^4,5,9^. These progenitors are derived from MPPs that migrate from bone marrow to spleen and are distinct from steady-state bone marrow erythroid progenitors^5,9^. While our study mainly focused on how HSCs respond to acute hemolytic anemia, consistent with prior studies, we also observed an increase of MPP and HPC2, a myeloerythroid-biased progenitor population, in the spleen upon PHZ treatment. These results demonstrate that the effects of erythroid stress manifests beyond MPPs by directing HSCs to regenerate the erythroid compartment. We postulate that anemia rapidly activates MPPs and erythroid progenitors to provide the first line of defense against anemia, and that HSCs are also activated to provide a longer-term erythroid output for full recovery.

A variety of hematopoietic stresses including cancer, chemotherapies, infection, anemia, myocardial infarction, and pregnancy causes extramedullary hematopoiesis (EMH) in the spleen or liver in mice^4,9–11,61–64^. Similarly, EMH in humans is well documented in cases of myeloproliferative neoplasm (MPN) or other neoplasms^65,66^. Although it is generally considered that the bone marrow increases erythroid output upon anemia in humans, as evidenced by bone marrow hyperplasia^67^, examples of EMH in response to anemia exists in humans. For example, EMH in thalassemia, sickle cell anemia, and pernicious anemia have been long recognized^66,68–72^. The most noted EMH sites in humans include the spleen, liver, lymph nodes, and the paraspinal region^66,73^. A recent study evaluated 1933 cases of extramedullary hematopoiesis, among which 309 cases were without MPN and 8%, 7%, and 3% of those cases were associated with hemolytic anemia, thalassemia, or hereditary spherocytosis, all of which are regarded as hemolytic disorders^65^. Importantly, the spleen was the most frequent sites of extramedullary hematopoiesis in this study (92% of hemolytic anemia- and 50% of thalassemia-associated extramedullary hematopoiesis cases involved the spleen), consistent with the observation in mice^65^. Additionally, a recent study using single cell transcriptomics and colony forming assays demonstrated that human splenic HSPCs in patients with hereditary spherocytosis displaying splenomegaly due to chronic anemia exhibit increased erythroid colony forming capacity and erythroid gene priming at a single cell level^74^. Thus, the ability to respond to anemia and become primed to the erythroid lineage appears to be a conserved feature of splenic HSCs. We note, however, that it remains unclear to what extent extramedullary erythropoiesis contributes to overall erythroid output in the diseased state.

We provide evidence that iron has an instructive role in promoting erythropoiesis by HSCs. Elevated splenic iron levels upon acute hemolytic anemia, due to erythrophagocytosis in the spleen and liver^49,75,76^, enhanced iron uptake and proliferation of splenic HSCs. This increase is likely mediated by upregulation of the transferrin receptor CD71 (*Tfrc*), as we found its cell surface and mRNA expression to increase in splenic HSCs after PHZ treatment. Indeed, CD71-mediated iron uptake is crucial for HSC function^20^ and we show that iron chelation suppresses the elevated proliferation and regenerative potential of HSCs after hemolytic anemia. Of note, increases in iron levels in HSCs are transient and return to baseline as mice recover from anemia. On the contrary, chronic systemic iron overload observed in diseases such as β-thalassemia or myelodysplastic syndromes is often linked to impaired HSC function^17,77,78^. Chronic iron overload may constitutively stimulate HSCs, leading to their exhaustion and providing an explanation as to why pathological conditions with iron overload impair HSC function.

We show that TET2 protein level is increased in splenic HSCs and that *Tet2* is required to promote the erythroid potential of HSCs under stress erythropoiesis. While we show that calpains might be involved in destabilizing TET2 protein in HSPCs, whether the inhibition of this mechanism is responsible for TET2 stabilization in HSCs during anemia remains to be seen. Additionally, whether the TET2-dependent mechanisms we present here occurs in patients with *TET2* mutations, such as those with myelodysplastic syndromes or clonal hematopoiesis, remain unknown. Nonetheless, recent studies have established that ascorbate can augment TET2 activity in vivo. Administration of ascorbate activates TET activity and suppresses aberrant HSC self-renewal and myeloid neoplasm in *Tet2*^*+/−*^ mice^35,36^. Combinatory treatment of iron and ascorbate also improves anemia in rodents and humans^79–81^. Future studies are needed to establish the therapeutic potential of TET2 activation or stabilization to stimulate erythropoiesis.

## Methods

### Animals

Mice were housed in AAALAC-accredited, specific-pathogen-free animal care facilities at Baylor College of Medicine (BCM) with 12-h light–dark cycle, ambient temperature at 70 °F, humidity within 30–80%, and received standard chow ad libitum. All procedures were approved by the BCM (protocol #AN-5858) Institutional Animal Care and Use Committees. The mouse alleles used in this study were *UBC-GFP* (C57BL/6-Tg(UBC-GFP)30Scha/J, JAX stock 004353), *Krt18-CreER* (Tg(KRT18-cre/ERT2)23Blpn/J, JAX stock 017948), *Rosa26-LSL-tdTomato* (JAX stock 007909), *Tet2*^*fl/fl*^ (B6;129S-Tet2^tm1.1Iaai^/J, JAX stock 017573), and *Mx1-Cre* (B6.Cg-Tg(Mx1-cre)1Cgn/J, JAX stock 003556) on a C57BL/6 background. CD45.1 (B6.SJL-Ptprca Pepcb/BoyJ, JAX stock 002014) and BL6 mice (C57BL/6J, JAX stock 000664) were used as transplant recipient mice. Mice 8 to 12 weeks of age of both sexes were used, and experimental mice were separated by sex and housed with up to five mice per cage.

### Drug and chemical treatments

The *Mx1-Cre; Tet2*^*fl/fl*^ mice were treated with poly(I:C) resuspended in PBS at 100 μg/ml by intraperitoneal injection with 20 μg poly(I:C) every other day for three doses to induce *Tet2* deletion. In total, 60 mg/kg of PHZ was injected intraperitoneally at 2 weeks after the last poly(I:C) injection for two constitutive days. PHZ-treated mice were analyzed at days 1–7 post treatment. For PHZ and DFO co-treatment, DFO was injected intraperitoneally at 100 mg/kg daily from the day of the first PHZ injection until the day of analysis. Krt18-tdT mice were injected with tamoxifen in corn oil at 50 mg/kg by intraperitoneal injection for 5 constitutive days to induce HSC labeling, and analyzed at day 5 and day 14 after the first dose of tamoxifen.

### Transplantation and limiting dilution transplantation

In all, 8–16-week-old C57BL/6 CD45.1 mice were randomly assigned to groups after receiving two doses of radiation (500 cGy) administered at least 2 h apart (total 1000 cGy). For limiting dilution transplantation, different doses (bone marrow cells: 7.5 × 10^3^, 1.5 × 10^4^, 3 × 10^4^, 1 × 10^5^, 2 × 10^5^; splenocytes: 3 × 10^5^, 6 × 10^5^, 1.2 × 10^6^, and 3 × 10^6^) of bone marrow cells or splenocytes were transplanted to lethally irradiated recipients along with 2 × 10^5^ competitor cells and analyzed at 4 months after transplantation. For HSCs transplantation, 50 bone marrow or splenic HSCs sorted from UBC-GFP mice treated or untreated with PHZ were transplanted along with 2 × 10^5^ competitor cells. In all, 50 HSCs from *Tet2*-deficient mice were transplanted in the same manner.

### Flow cytometry and HSC isolation

Bone marrow cells were either flushed from the long bones (tibias and femurs) or isolated by crushing the long bones (tibias and femurs), pelvic bones, vertebrae, and sternum with mortar and pestle in Hank’s buffered salt solution (HBSS) without calcium and magnesium, supplemented with 2% heat-inactivated bovine serum (GIBCO, Grand Island, NY). Splenocytes were dissociated by smashing the entire spleen between slides. Cells were triturated and filtered through a nylon screen (100 μm, Sefar America, Kansas City, MO) or a 40-μm cell strainer (Fisher Scientific, Pittsburg, PA) to obtain a single-cell suspension. For isolation of lineage^−^Sca-1^+^c-kit^+^(LSK) CD150^+^CD48^−/low^ HSCs, bone marrow cells were incubated with PE-Cy5-conjugated anti-CD150 (TC15-12F12.2; BioLegend, San Diego, CA), PE-Cy7-conjugated anti-CD48, APC-conjugated anti-Sca-1 (Ly6A/E; E13-6.7), and biotin-conjugated anti-c-kit (2B8) antibody, in addition to antibodies against the following FITC-conjugated lineage markers: Ter119, B220 (6B2), Gr-1 (8C5), CD2 (RM2-5), CD3 (KT31.1), and CD8 (53-6.7). Biotin-conjugated antibodies were visualized using streptavidin-conjugated APC-Cy7. For HSC sorting, bone marrow cells were pre-enriched by selecting c-kit^+^ cells using paramagnetic microbeads and autoMACS (Miltenyi Biotec, Auburn, CA). Nonviable cells were excluded from sorts and analyses using the viability dye 4’,6-diamidino-2-phenylindole (DAPI) (1 μg/ml). For iron level analysis, cells were pre-incubated with 0.2 μM calcein AM (BioLegend) at 37 °C for 15 min before staining for HSC markers. For hematopoietic lineage tracing, 17 populations were analyzed along with HSCs: MPPs (LSKCD150^-^CD48^-/low^), HPC2 (LSKCD150^+^CD48^+^), HPC1 (LSKCD150^-^CD48^+^), GMP (Lin^-^Sca1^-^c-kit^+^CD34^+^CD16/32^+^), CMP (Lin^-^Sca1^-^c-kit^+^CD34^+^CD16/32^-/low^), MEP (Lin^-^Sca1^-^c-kit^+^CD34^-/low^CD16/32^-/low^), CLP (Lin^-^Sca1^low^c-kit^low^CD127^+^CD135^+^), MkP (Lin^-^Sca1^-^c-kit^+^CD150^+^CD41^+^), pre CFU-E (Lin^-^Sca1^-^c-kit^+^CD41^-^CD16/32^-^CD150^+^CD105^+^), pre MegE (Lin^-^Sca1^-^c-kit^+^CD41^-^CD16/32^-^CD150^+^CD105^-/low^), pre GM (Lin^-^Sca1^-^c-kit^+^CD41^-^CD16/32^-^CD150^-^CD105^-^), ProE (CD71^+^Ter119^medium^)^82^, EryA (Ter119^high^CD71^+^FSC^high^), EryB (Ter119^high^CD71^+^FSC^low^), EryC (Ter119^high^CD71^-/low^FSC^low^)^83^, and lineage+ cells (CD3 +, B220 +, Mac1/Gr1 +, CD41 +, and Ter119 + ), CFU-E (Lin^-^Sca1^-^c-kit^+^CD41^-^CD16/32^-^CD150^-/low^CD105^+^CD71^+^Ter119^-/low^)^84^, stress erythroid progenitor population I (c-kit^+^CD71^low/med^Ter119^low/–^), population II (c-kit^+^CD71^hi^Ter119^med^), and population III (c-kit^+^CD71^low/med^Ter119^high^). Unless otherwise noted, antibodies were obtained from BioLegend, BD Biosciences, or eBioscience (San Diego, CA). Flow cytometry was performed with FACSAria II, FACSCanto II, LSR II, or LSRFortessa flow-cytometers (BD Biosciences).

### BrdU analysis

In total, 2 mg of BrdU (in PBS) were injected intraperitoneal to control or PHZ-treated mice 2 days after the second dose of PHZ and maintained on 1 mg/ml BrdU in the drinking water. Bone marrow and spleen were collected 24 h post BrdU injection and stained for HSC, MPP, and HPC1/2. HSCs were then pre-enriched by selecting c-kit^+^ cells using paramagnetic microbeads on autoMACS then fixed and permeabilized using the APC BrdU flow kit (BD Biosciences). Fixed cells were treated with DNase I, stained with anti-BrdU APC (BD Biosciences), washed, and stained with DAPI before flow cytometry analysis.

### HSC culture and CFU assay

For CFU assays, HSCs were single-cell sorted directly into 96-well plates containing M3434 MethoCult methylcellulose media (StemCell Technologies, Cambridge, MA) and cultured for 10–14 days before scoring based on morphology. Colonies were collected and washed and stained for flow cytometry or genomic DNA extracted for genotyping. To examine the effects of iron on HSCs in culture, 200 wild-type or *Tet2* KO HSCs were sorted into SF-O3 medium (Iwai North America Inc., San Carlos, CA) containing 1% heat-inactivated fetal bovine serum (GIBCO), 1% penicillin–streptomycin (GIBCO), 100 ng/ml SCF, 20 ng/ml TPO (both from PeproTech), 50 μg/ml ascorbic acid and 5 μM FAS or equivalent volume of PBS. HSCs were cultured for 2 weeks and analyzed by flow cytometry or by qPCR. For assessing the erythroid potential, control or PHZ-treated wild-type or *Tet2* KO HSCs were sorted into SF-O3 medium containing containing 1% heat-inactivated fetal bovine serum (GIBCO), 1% penicillin–streptomycin (GIBCO), 100 ng/ml SCF, 9 ng/ml EPO (BioLegend, CA) and 1.5 ng/ml of IL-6 (PeproTech).

### HSC immunofluorescent staining

HSCs (CD150^+^CD48^−/low^ LSK) isolated from wild-type or *Tet2* KO mice with or without PHZ treatment were sorted directly on glass slides with a FACSAria II sorter. Most cells dried immediately, allowing their cellular morphology to be preserved. Cells were fixed in ice-cold methanol for 5 min, washed in PBS, and blocked in blocking buffer (4% goat serum, 0.4% BSA, and 0.1% NP-40 in PBS) before being incubated with anti-TET2 antibody (D6C7K, Cell Signaling Technology) diluted 1:500 in blocking buffer overnight at 4 °C. Slides were rinsed and incubated with Alexa Fluor 488-conjugated goat anti-rabbit antibody (Invitrogen, Eugene, OR) at 1:500 dilution in blocking buffer for 1 h. After washing in PBS, slides were incubated with blocking buffer containing DAPI and 1:200 DyLight™ 554 Phalloidin (Cell Signaling Technology) for 20 min at room temperature. Images were obtained using a Leica DMI 6000B microscope. Fluorescence intensity of individual cells was quantified using the ImageJ software.

### Quantitative real-time (reverse transcription) PCR

HSCs and other hematopoietic cells were sorted into Trizol (Life Technologies, Carlsbad, CA) and RNA was isolated according to the manufacturer’s instructions. cDNA was made with random primers and SuperScript VILO cDNA Synthesis Kit (ThermoFisher Scientific, Waltham, MA). Quantitative PCR was performed using SYBR Premium Ex Taq (Tli RNaseH Plus) ROX Plus kits (Clontech) on a ViiA7 Real-Time PCR System (ThermoFisher Scientific, Waltham, MA). Each sample was normalized to β-actin. Data were analyzed using the 2^-ΔΔct^ method. Primers to quantify cDNA levels are listed in Supplementary Table 1.

### Cycloheximide chase assay and immunoblotting

LSK cells from the bone marrow of wild-type mice were sorted into SF-O3 medium with supplementation described above and cultured for 7 days. Cells were then treated with 40 µM calpeptin (calpain inhibitor), 40 µM Z-DEVD-FMK (caspase-3 inhibitor), or equivalent volume of DMSO along with 300 µg/ml of cycloheximide for 0, 4, and 6 h. After incubation, the same number of cells from each test population were collected into 10% trichloroacetic acid (TCA). Extracts were incubated on ice for 30 min and spun down for 10 min at 15,000×*g* at 4 °C. The resulting pellets were washed twice with acetone, dried, and solubilized with a solubilization buffer (9 M Urea, 2% Triton X-100, 1% DTT) before adding an LDS loading buffer (Invitrogen, Carlsbad, CA). Proteins were separated on bis-tris polyacrylamide gel and transferred to a polyvinylidene difluoride membrane (Millipore, Billerica, MA). Antibodies used for immunoblotting are rabbit anti-TET2 (no. 36449, Cell Signaling Technology, 1:1000) and mouse anti-β-actin (A1978, Sigma-Aldrich, 1:1000).

### Stressed red blood cell transfusion

Red blood cell (RBC) transfusion was performed as described^50^. RBCs were purified from wild-type mice using Lymphoprep (StemCell Technologies). Purified RBCs were then heated at 48 °C for 20 min under continuous shaking. The volume of RBCs was adjusted to 17.0–17.5 g/dl of hemoglobin and 400 μl of RBCs was injected intravenously. Bone marrow and spleen from transfused mice were analyzed at 2 h post injection.

### Serial bleeding

Serial bleeding was performed as previously described^12^. In short, mice were placed under a warming lamp and bled for at least 300 μl of blood via tail vein (day 0). Mice were subsequently bled on day 3, 6 and 9 and analyzed on day 10. For RBC transfusion, RBCs were purified from wild-type mice using Lymphoprep (StemCell Technologies) and resuspended in PBS. RBCs from 300 μl of blood were injected intravenously immediately after each bleeding.

### Stress BFU-E assay

Stress BFU-E assays were performed as previously described^6^. In brief, nucleated bone marrow cells from wild-type or *Tet2* knockout mice were cultured in media containing 20% fetal bovine serum, sonic hedgehog (25 ng/mL), BMP4 (15 ng/mL), GDF15 (30 ng/mL), SCF (15 ng/mL), and Epo (3 ng/mL) in a hypoxic chamber maintained with 2% O_2_ for 5 days. Expanded cells were harvested and cultured in methylcellulose media (M3334 StemCell Technologies, Cambridge, MA, 1 × 10^5^ expanded cells/mL) containing 3 U/mL Epo. Stress BFU-E was scored 5 days after culture.

### RNA-seq

HSCs from control or PHZ-treated mice were sorted into Trizol and RNA purified according to the manufacturer’s instructions. DNase I-treated RNA samples were purified using the QIAGEN MinElute kit before cDNA was made and amplified with a SMART-Seq2 protocol. The cDNA was then fragmented and barcoded for sequencing using a Nextera XT kit (Illumina, San Diego, CA). RNA-seq libraries were sequenced on an Illumina Sequencer (Illumina, San Diego, CA). Reads were mapped to mm10 using STAR (version 2.5.2b^85^), which was followed by differential expression analysis using DESeq2 (version 1.12.4^86^). GATA1-regulated genes in G1E-ER-GATA1 cells were extracted from ref. ^58^.

### scRNA-seq

Single cell RNA-seq libraries were prepared using the Chromium Next GEM Single Cell 3’ Kit v3.1 (10x Genomics, Pleasanton, CA) according to the manufacturer’s instructions. Sorted LSK cells from the bone marrow and spleens of control or PHZ-treated mice were used to generate gel bead-in-emulsion (GEM). Libraries were sequenced by the Illumina NovaSeq platform (Illumina). Raw reads were aligned using Cell Ranger v3 pipeline, Cell Ranger Count (10x Genomics). After Counting reads, data were uploaded into R and analyzed with Seurat v4 software suite^87^. To measure cell doublets, each sample was prepared for DoubletFinder^88^, by calculating mitochondrial percentage, normalized (Default). 2000 variable features were determined using VST, then scaled (ScaleData, Default Setting). For DoubletFinder, each sample PCA component was determined (RunPCA, Default), then dimensionally reduced using 10 PCA components (RunUMAP, Default). Cluster Resolution was set to 0.1. After samples were prepped, cell doublets were determined with following settings, PCs = 10, pN = 0.25, pK = 0.09, Doublet Expected rate = 10%. To merge samples and reduce batch effect, each sample was normalized using Seurat SCT transformation pipeline, regressing out mitochondria percentage, and variable features set to 16,000. Samples were merged using Seurat v4 integration pipeline. In total, 5000 integrating features were determined (SelectIntegratingFeatures), then samples were prepared for integration using the 5000 integration features (PrepSCTIntegration). Next Cells to anchor the four samples were determined (FindIntegrationAnchors) using 40 PCA dims, SCT normalization setting, and 5000 integrating features. Merged object was generated using IntegratingData using 40 PCA. Combined Object of all four samples was scaled, 40 PCA components was generated (RunPCA), Using Elbowplot and jackstraw, 20 PCA components was used for dimensional reduction (RunUMAP, min.dist=1). Optimal cluster resolution was determined manually to avoid over clustering.

### Bisulfite PCR and amplicon-seq

Bone marrow or splenic HSCs from control or PHZ-treated mice were sorted into PBS and subjected to bisulfite conversion using a EZ DNA Methylation-Direct Kits (Zymo Research, CA). Bisulfite converted gDNA were used for bisulfite PCR and PCR products were extracted from the gels using a Zymoclean Gel DNA Recovery Kit (Zymo Research, CA). Purified PCR products were used for amplicon-seq library generation using a Nextera XT kit. The library was sequenced on an Illumina iSeq 100 sequencing system. Sequences were mapped to mouse mm10 genome and analyzed with Bismark (v0.22.2). Alternatively, amplicons were cloned with a CloneJET PCR Cloning Kit (ThermoFisher Scientific) and individual colonies were sequenced.

### Quantification and statistical analysis

Statistical analyses were performed using GraphPad Prism 8.4.3 (GraphPad Software, San Diego, CA). To ensure the reproducibility of our findings, data were derived from multiple independent experiments performed on different days. Sample sizes were chosen based on observed effect sizes and standard errors from previous experiments, and data was checked for normality and similar variance between groups. Statistical details and sample number (*n*) of experiments are located in the figure legends. A *P* value of 0.05 or lower was considered significant. Animal studies were performed without blinding.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA sequencing dataset and bisulfite sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under the accession numbers GSE182059 and GSE233845. Source data are provided with this paper.

# Supplementary material for: Increased iron uptake by splenic hematopoietic stem cells promotes TET2-dependent erythroid regeneration
**Source:** Nat Commun. 2024 Jan 15;15:538. doi: 10.1038/s41467-024-44718-0
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

### **Increased iron uptake by splenic hematopoietic stem cells promotes TET2-dependent erythroid regeneration**

Yu-Jung Tseng<sup>1,8</sup>, Yuki Kageyama<sup>2,8</sup>, Rebecca L. Murdaugh<sup>3</sup>, Ayumi Kitano<sup>2</sup>, Jong Hwan Kim<sup>4</sup>, Kevin A. Hoegenauer<sup>2</sup>, Jonathan Tiessen<sup>3</sup>, Mackenzie H. Smith<sup>2</sup>, Hidetaka Uryu<sup>5,6</sup>, Koichi Takahashi<sup>5,6</sup>, James F. Martin<sup>4,7</sup>, Md Abul Hassan Samee<sup>4</sup>, and Daisuke Nakada<sup>1,2,3\*</sup>

<sup>8</sup>These authors contributed equally: Yu-Jung Tseng, Yuki Kageyama

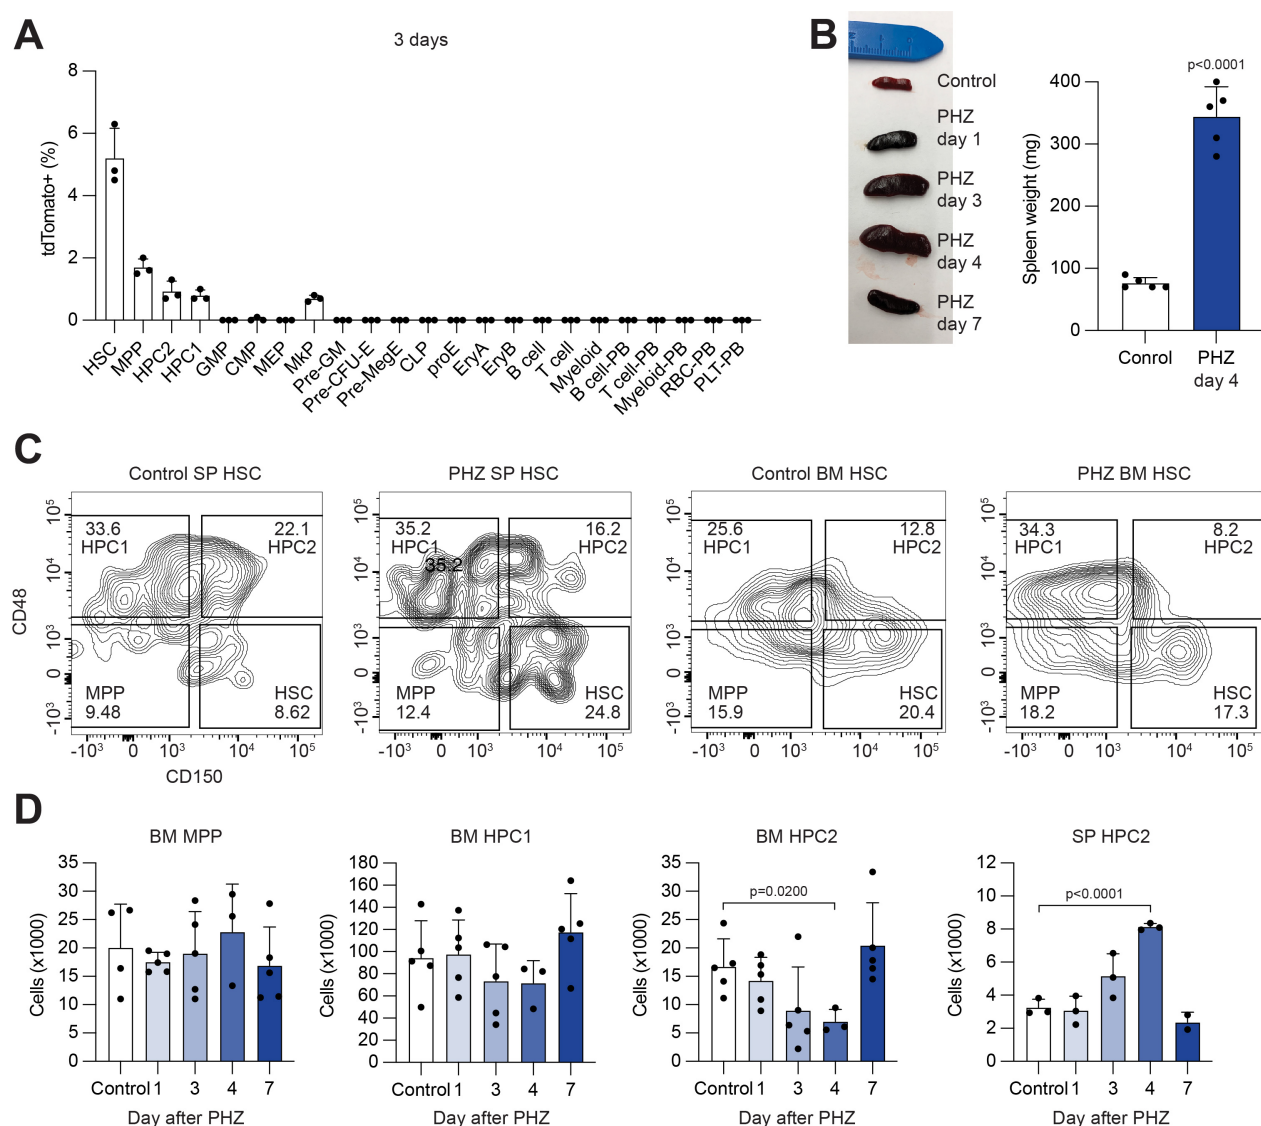

**Supplementary Figure 1. The impact of PHZ-induced hemolytic anemia on the hematopoietic system.**

(A) Lineage tracing with the Krt18-tdT strain at an early time point (3 days after the first tamoxifen injection,  $n=3$ ).

(B) Images of spleens collected from control or PHZ-treated mice at day 1, 3, 4 and 7 post treatment. Spleen weight on day 4 of PHZ treatment is shown in the right panel ( $n=5$ ).

(C) Representative flow cytometry plots of CD150 and CD48 expression in control or PHZ-treated whole bone marrow cells (BM) and splenocytes (SP). Cells were gated on LSK cells.

(D) The total numbers of bone marrow MPP, HPC1, HPC2, and splenic HPC2 at the indicated time after PHZ treatment ( $n=5, 5, 5, 3$ , and  $5$  for control, days 1, 3, 4, and 7, respectively).

Comparisons were performed by unpaired, two-tailed Student's *t*-test. All data represent mean $\pm$ standard deviation. All numbers (*n*) are independent animals. Source data are provided as a Source Data file.

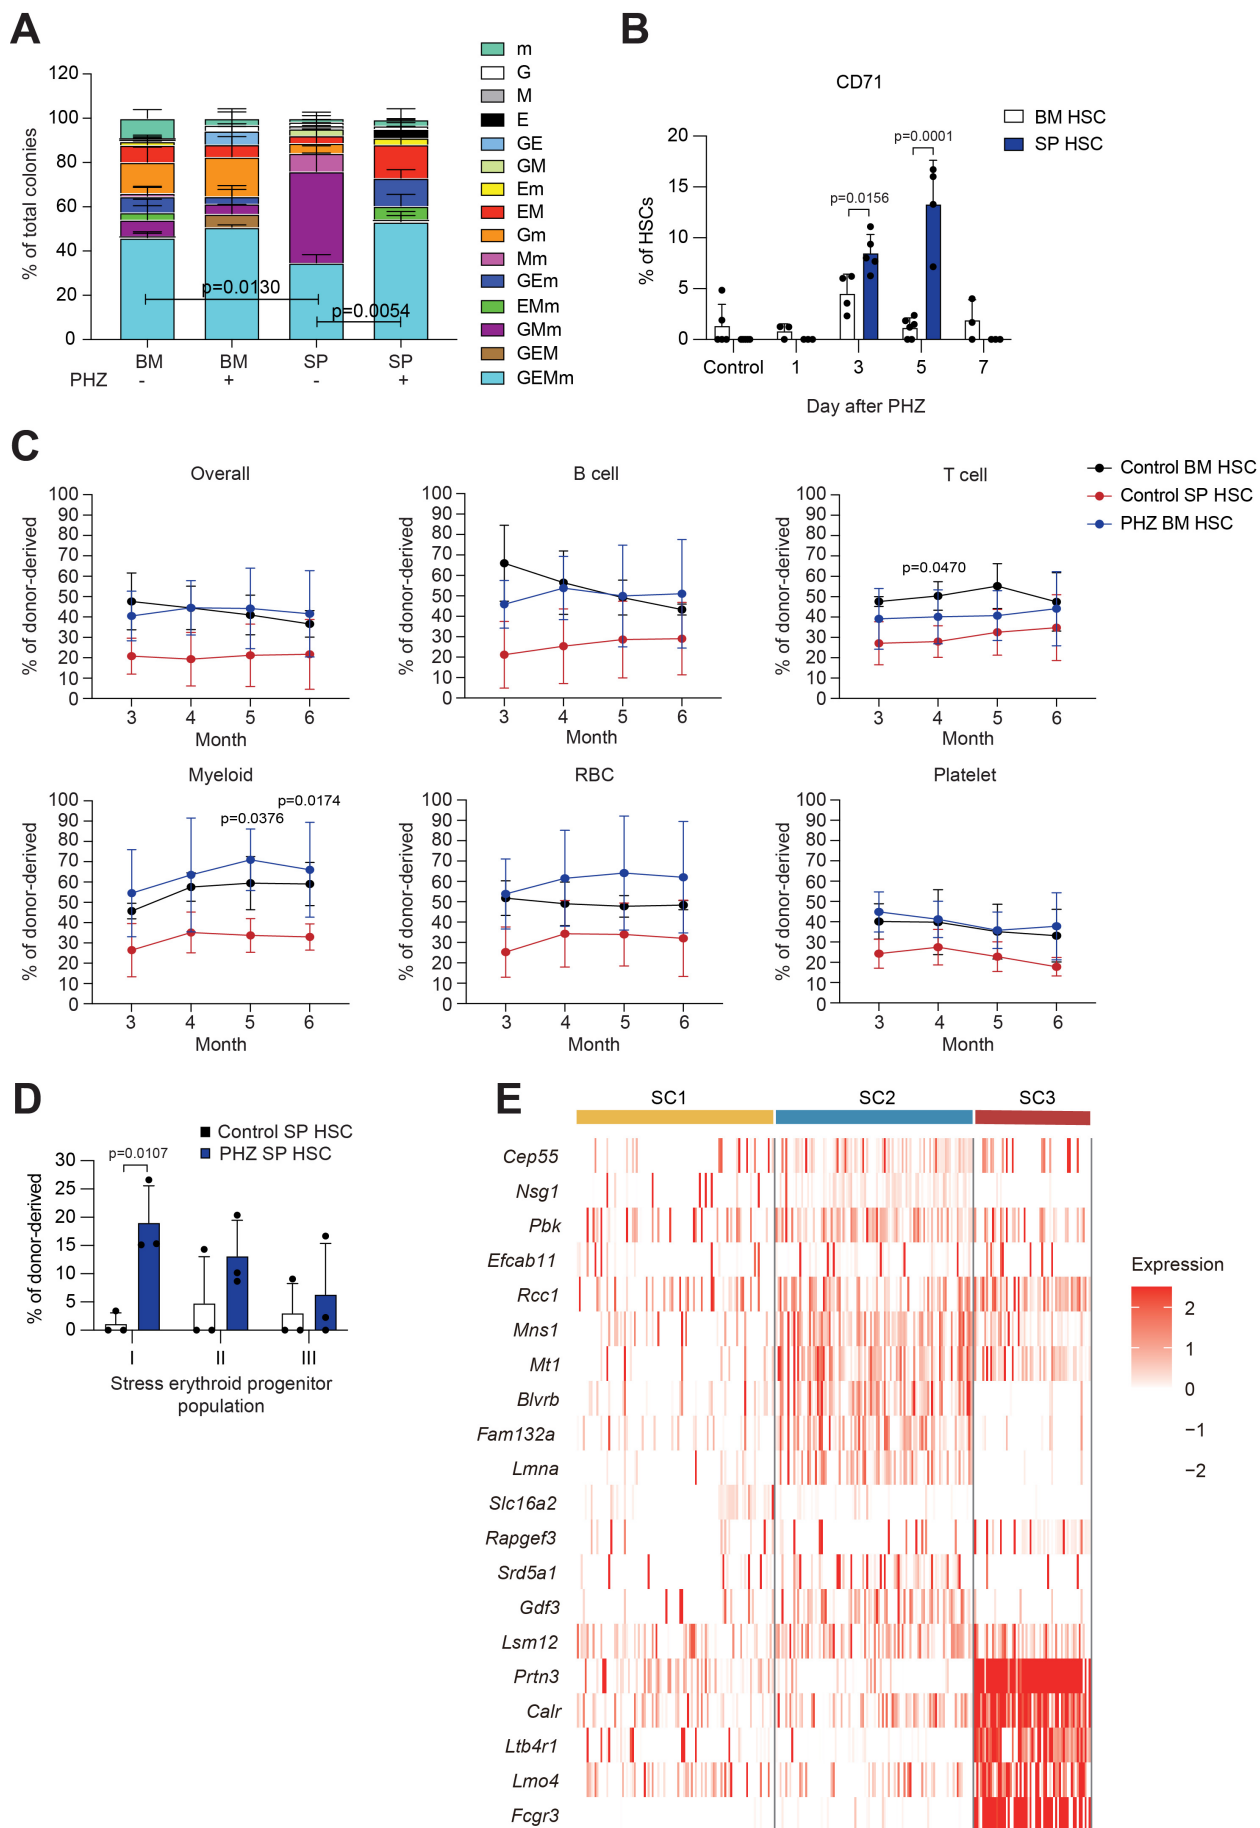

**Supplementary Figure 2. PHZ-induced hemolytic anemia alters the potential of splenic HSCs.**

(A) Colony forming assays with single-cell sorted bone marrow or splenic HSCs from either control or PHZ-treated mice and scored for different colonies identities (n=3). G; granulocytes, E; erythrocytes, M; megakaryocytes, m; macrophages/monocytes.

(B) Frequency of CD71 positive fraction of control or PHZ-treated bone marrow and splenic HSCs (n=5, 3, 5, 6, and 3 for control, days 1, 3, 5, and 7, respectively).

(C) Transplantation of 50 control splenic HSCs or bone marrow HSCs from mice treated or untreated with PHZ. Results of control spleen HSCs are from Figure 2. Overall reconstitution and those of 5 blood lineages were analyzed at 3-6 months post transplantation (n=2, 4, and 3 for untreated bone marrow, untreated spleen, and PHZ-treated bone marrow, respectively).

(D) Frequency of donor-derived stress erythroid population I-III in the spleen of recipient mice transplanted with either control splenic HSCs or PHZ-treated splenic HSCs (n=3).

(E) Heatmap of differentially expressed genes within clusters SC1, SC2, and SC3 (n=4).

Comparisons were performed by unpaired, two-tailed Student's t-test. All data represent mean±standard deviation. All numbers (n) are independent animals. Source data are provided as a Source Data file.

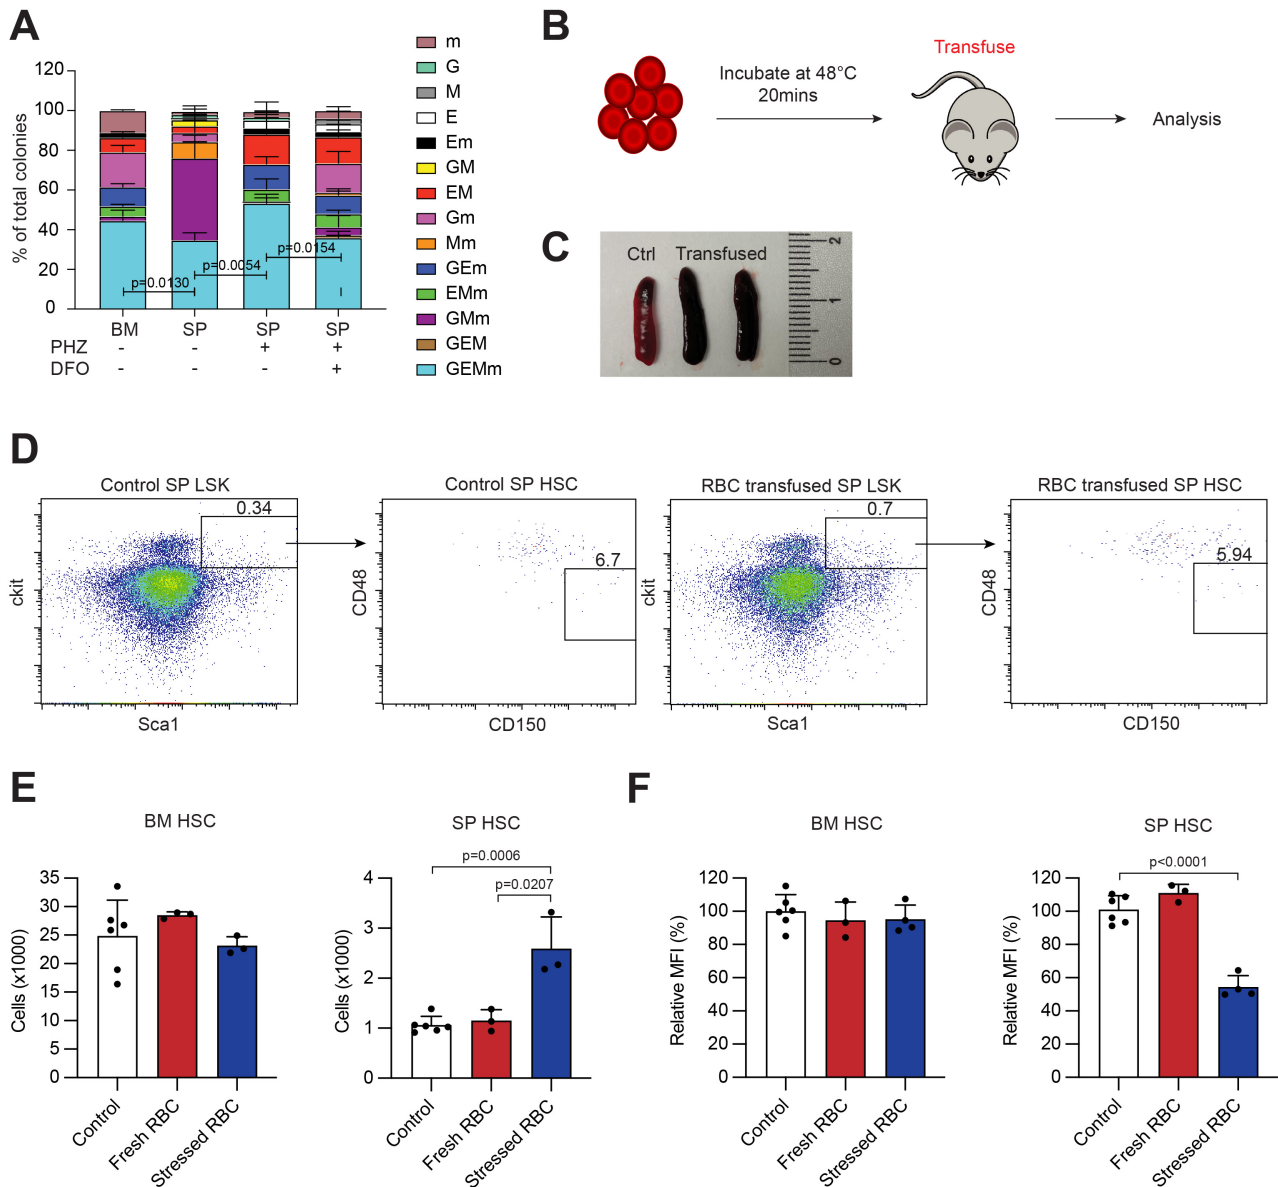

### Supplementary Figure 3. Increased iron uptake in splenic HSCs after transfusion of stressed erythrocytes.

(A) Colony forming assays with single cell sorted bone marrow or splenic HSCs from mice with the indicated treatments (n=3).

(B) Schematic diagram of stressed erythrocyte transfusion.

(C) An image of spleens collected from mice untreated or transfused with stressed erythrocytes.

(D) Representative flow cytometry plots of control or stressed erythrocyte-transfused splenic LSK and HSCs.

(E) Total numbers of bone marrow (left) or splenic (right) HSCs of mice untreated or transfused with fresh or stressed erythrocytes (n=6, 3, and 3 for untreated, fresh erythrocytes-transfused, and stressed erythrocytes-transfused, respectively).

(F) Relative changes of calcein AM MFI in bone marrow (left) and splenic (right) HSC of mice untreated or transfused with fresh or stressed erythrocytes (n=6, 3, and 4 for untreated, fresh erythrocytes-transfused, and stressed erythrocytes-transfused, respectively).

Comparisons were performed by unpaired, two-tailed Student's t-test. All data represent mean $\pm$ standard deviation. All numbers (n) are independent animals. Source data are provided as a Source Data file. Mouse and red blood cell illustrations were adapted from Creazilla (<https://creazilla.com/nodes/18581-big-eared-grey-mouse-clipart>, <https://creazilla.com/nodes/1990678-erythrocyte-clipart>) under the Creative Commons license CC0.

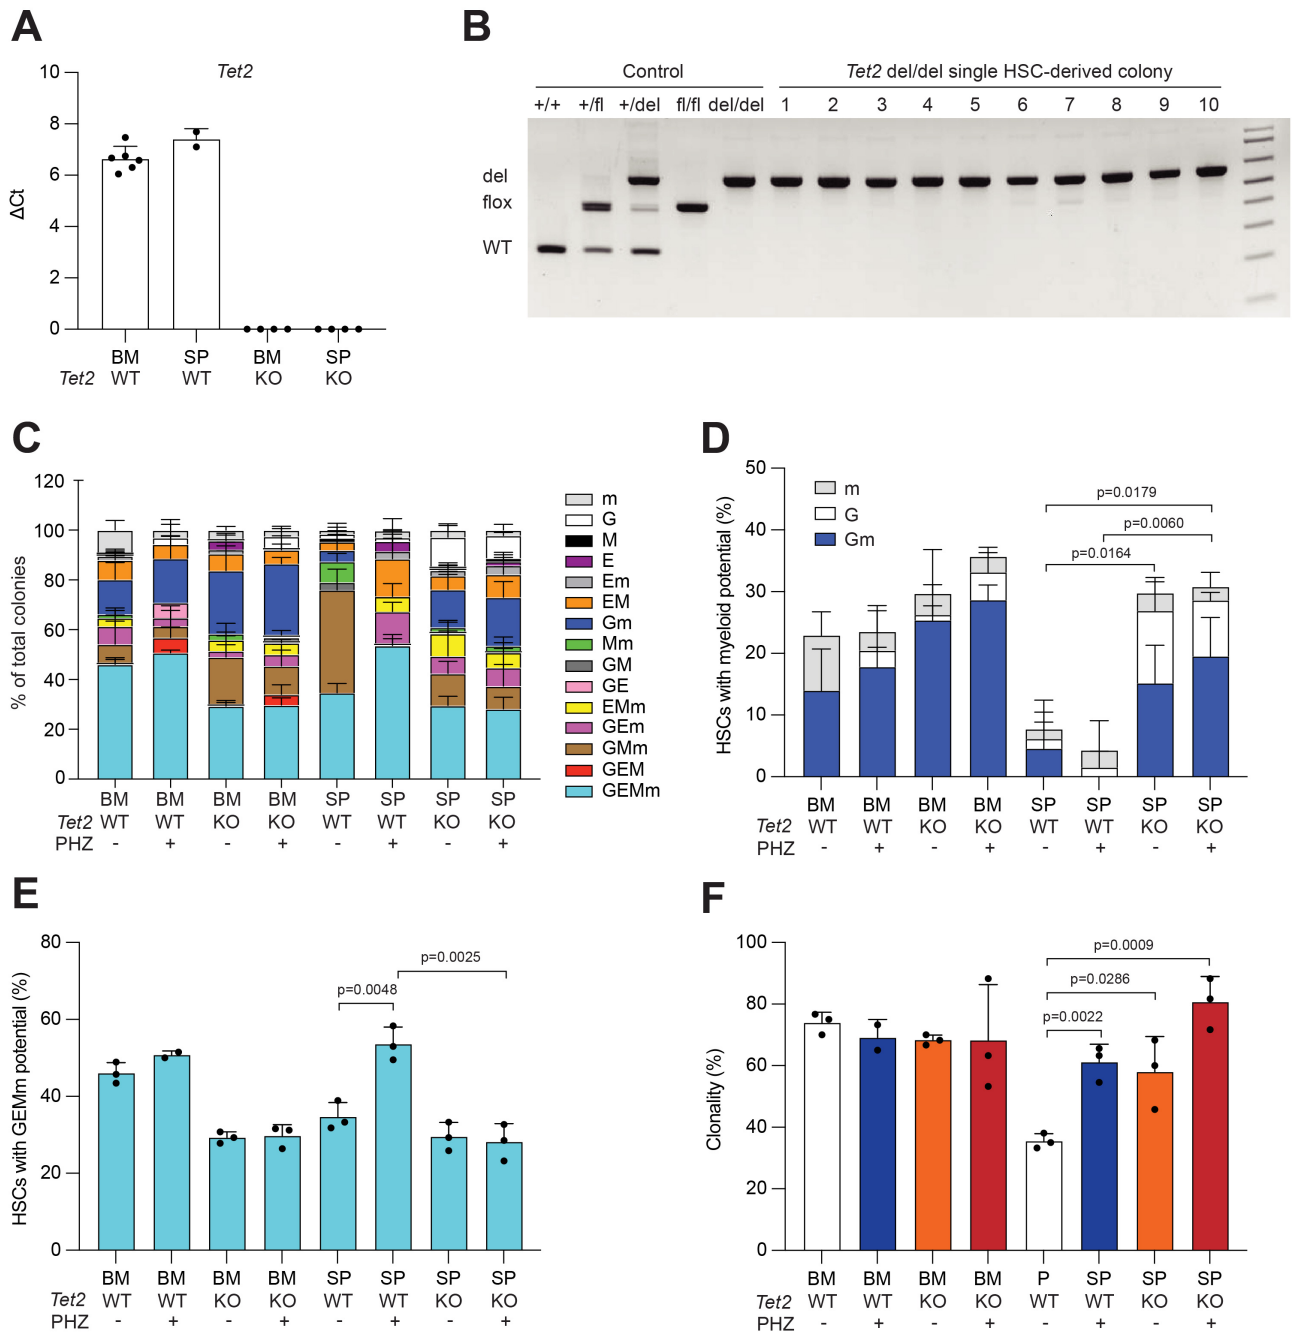

**Supplementary Figure 4. PHZ-induced increase in the erythroid potential of splenic HSCs is dependent on TET2.**

(A) Quantitative PCR analysis of *Tet2* mRNA expression in control or *Tet2* knockout bone marrow or splenic HSCs (n=6, 2, 4, and 4 for wild-type bone marrow, wild-type spleen, *Tet2* knockout bone marrow, and *Tet2* knockout spleen, respectively). Shown are  $\Delta C_t$  values of *Tet2* relative to *Actb*.

(B) Genomic PCR of the *Tet2* loci in single HSC-derived colonies from poly (I:C) treated *Mx1-Cre; Tet2<sup>fl/fl</sup>* mouse (*Tet2* del/del single HSC-derived colony). An amplicon from tail DNA of wild-type mouse (+/+), untreated *Mx1-Cre; Tet2<sup>+/fl</sup>* mouse (+/fl), poly (I:C) treated *Mx1-Cre; Tet2<sup>+/fl</sup>* mouse (+/del), untreated *Mx1-Cre; Tet2<sup>fl/fl</sup>* mouse (fl/fl), and poly (I:C) treated *Mx1-Cre; Tet2<sup>fl/fl</sup>* mouse (del/del) are shown as control.

**(C-F)** Colony forming assays with single-cell sorted bone marrow or splenic HSCs from wild-type or *Tet2* knockout mice with or without PHZ treatment. Frequency of colonies containing myeloid potential **(D)**, frequency of GEMm colonies **(E)**, and clonality **(F)** are shown (n=3).

Comparisons were performed by unpaired, two-tailed Student's t-test. All data represent mean $\pm$ standard deviation. All numbers (n) are independent animals. Source data are provided as a Source Data file.

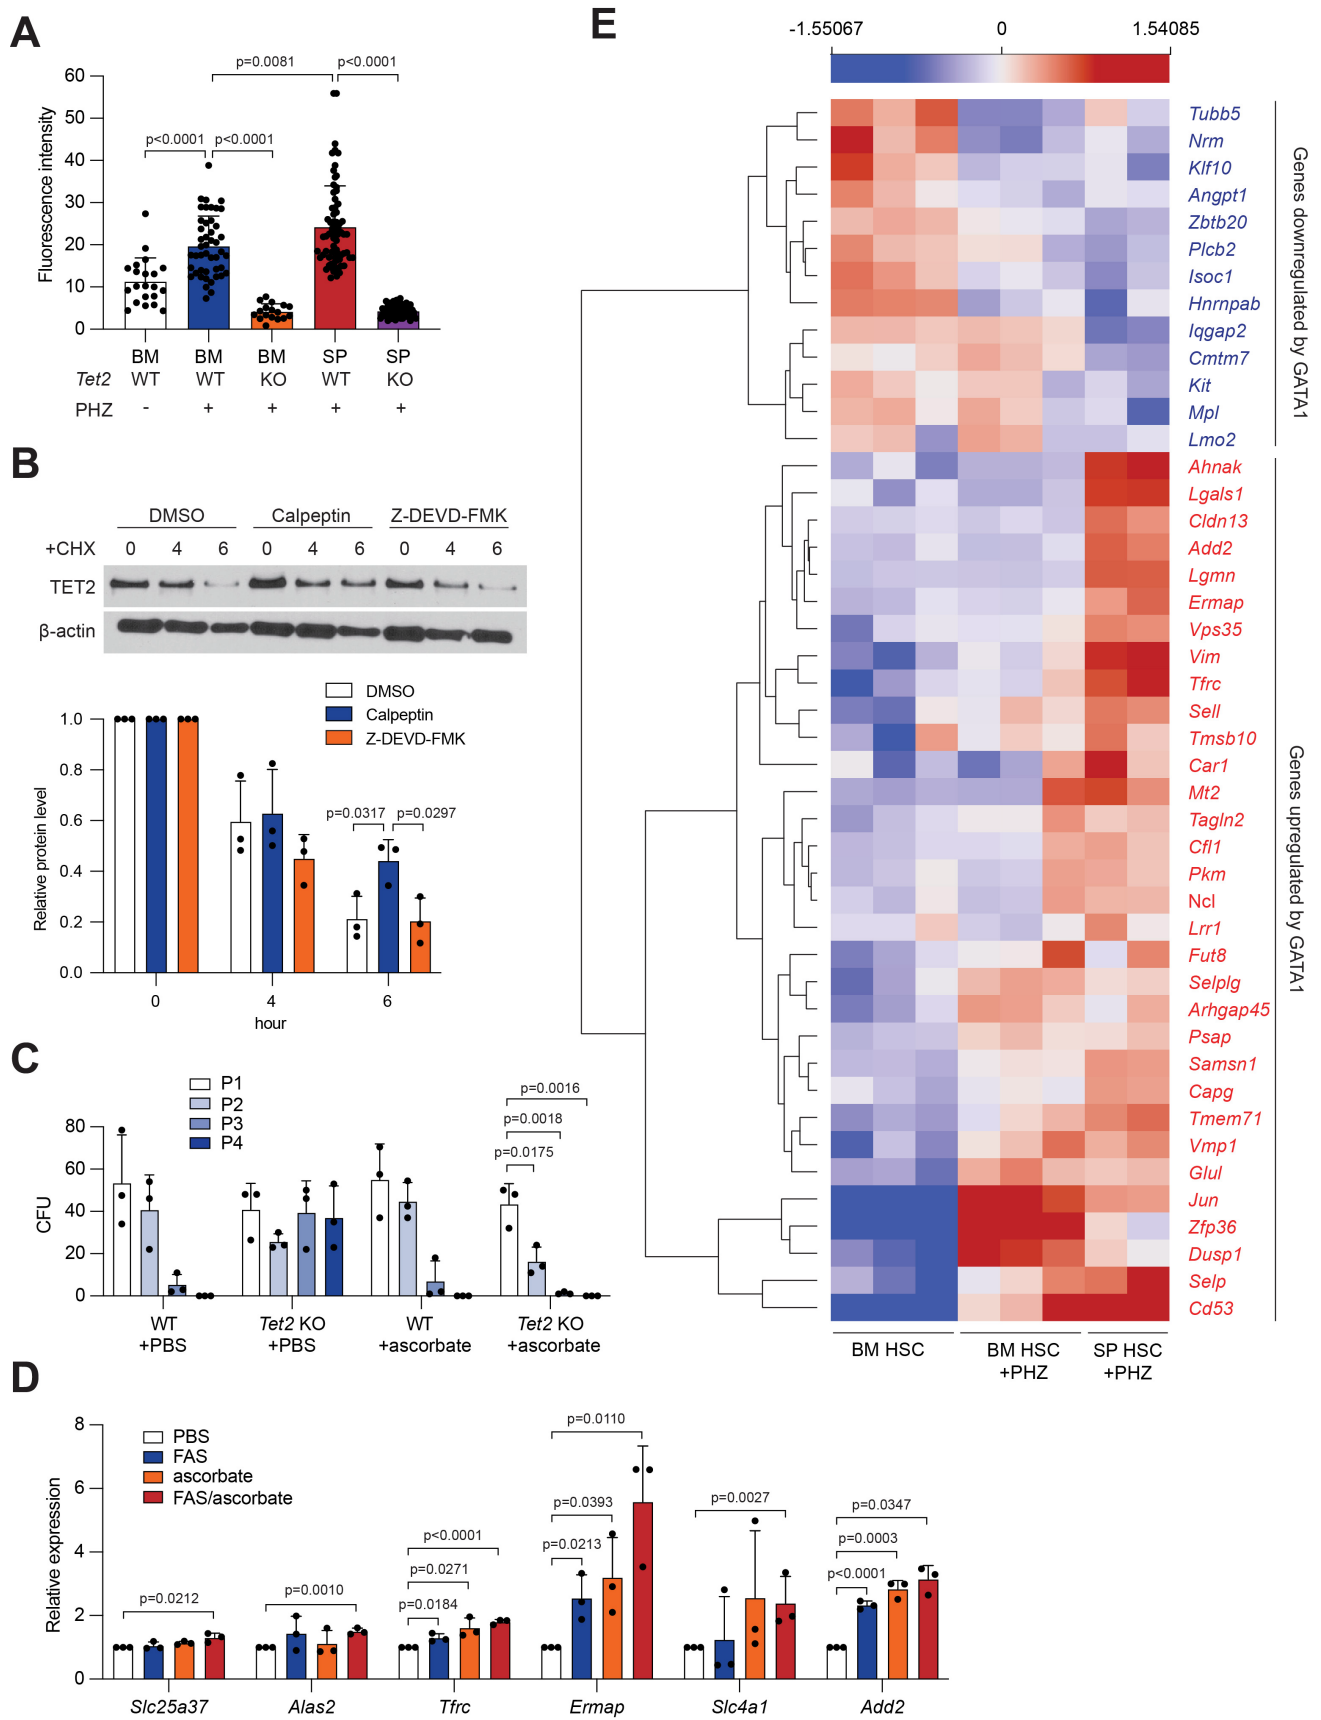

**Supplementary Figure 5. TET2 protein levels in erythroid progenitors and the expression of GATA1-regulated genes in HSCs.**

(A) TET2 protein levels in ProE and CFU-E cells isolated from mice with the indicated genotypes and treatments assessed by immunofluorescence staining (n=21, 46, 17, 70, and 55 cells for untreated wild-type bone marrow, PHZ-treated wild-type bone marrow, PHZ-treated *Tet2* knockout bone marrow, PHZ-treated wild-type spleen, and PHZ-treated *Tet2* knockout spleen, respectively).

(B) Representative Western blot analysis (upper) and quantification (lower) of TET2 levels in LSK cells treated with DMSO, calpeptin, and Z-DEVD-FMK in the presence of cycloheximide for 0, 4, and 6 hours (n=3).

(C) Colony-forming assay using whole bone marrow cells from wild-type or *Tet2* knockout mice. Cells were replated for four passages in methylcellulose media with or without ascorbate supplementation (n=3).

(D) Relative expression of genes involved in erythropoiesis or iron metabolism in HSCs cultured with FAS, ascorbate, and FAS plus ascorbate. Data is presented as relative  $2^{-\Delta\Delta Ct}$  compared to control PBS (n=3).

(E) GATA1-regulated genes were extracted from Tanimura et al. by comparing the transcriptomes of G1E-ER-GATA1 cells treated with or without E2, yielding 4,658 genes also discovered in our RNA-seq. 45 out of 4,658 GATA1 regulated genes were differentially expressed in PHZ-treated splenic HSCs compared to untreated bone marrow HSCs. Genes repressed or induced by GATA1 induction in Tanimura et al. are labeled in blue or red texts, respectively.

Comparisons were performed by unpaired, two-tailed Student's t-test. All data represent mean±standard deviation. Numbers (n) are cells from one animal per group in (A) and independent animals in (B,C,D). Source data are provided as a Source Data file.

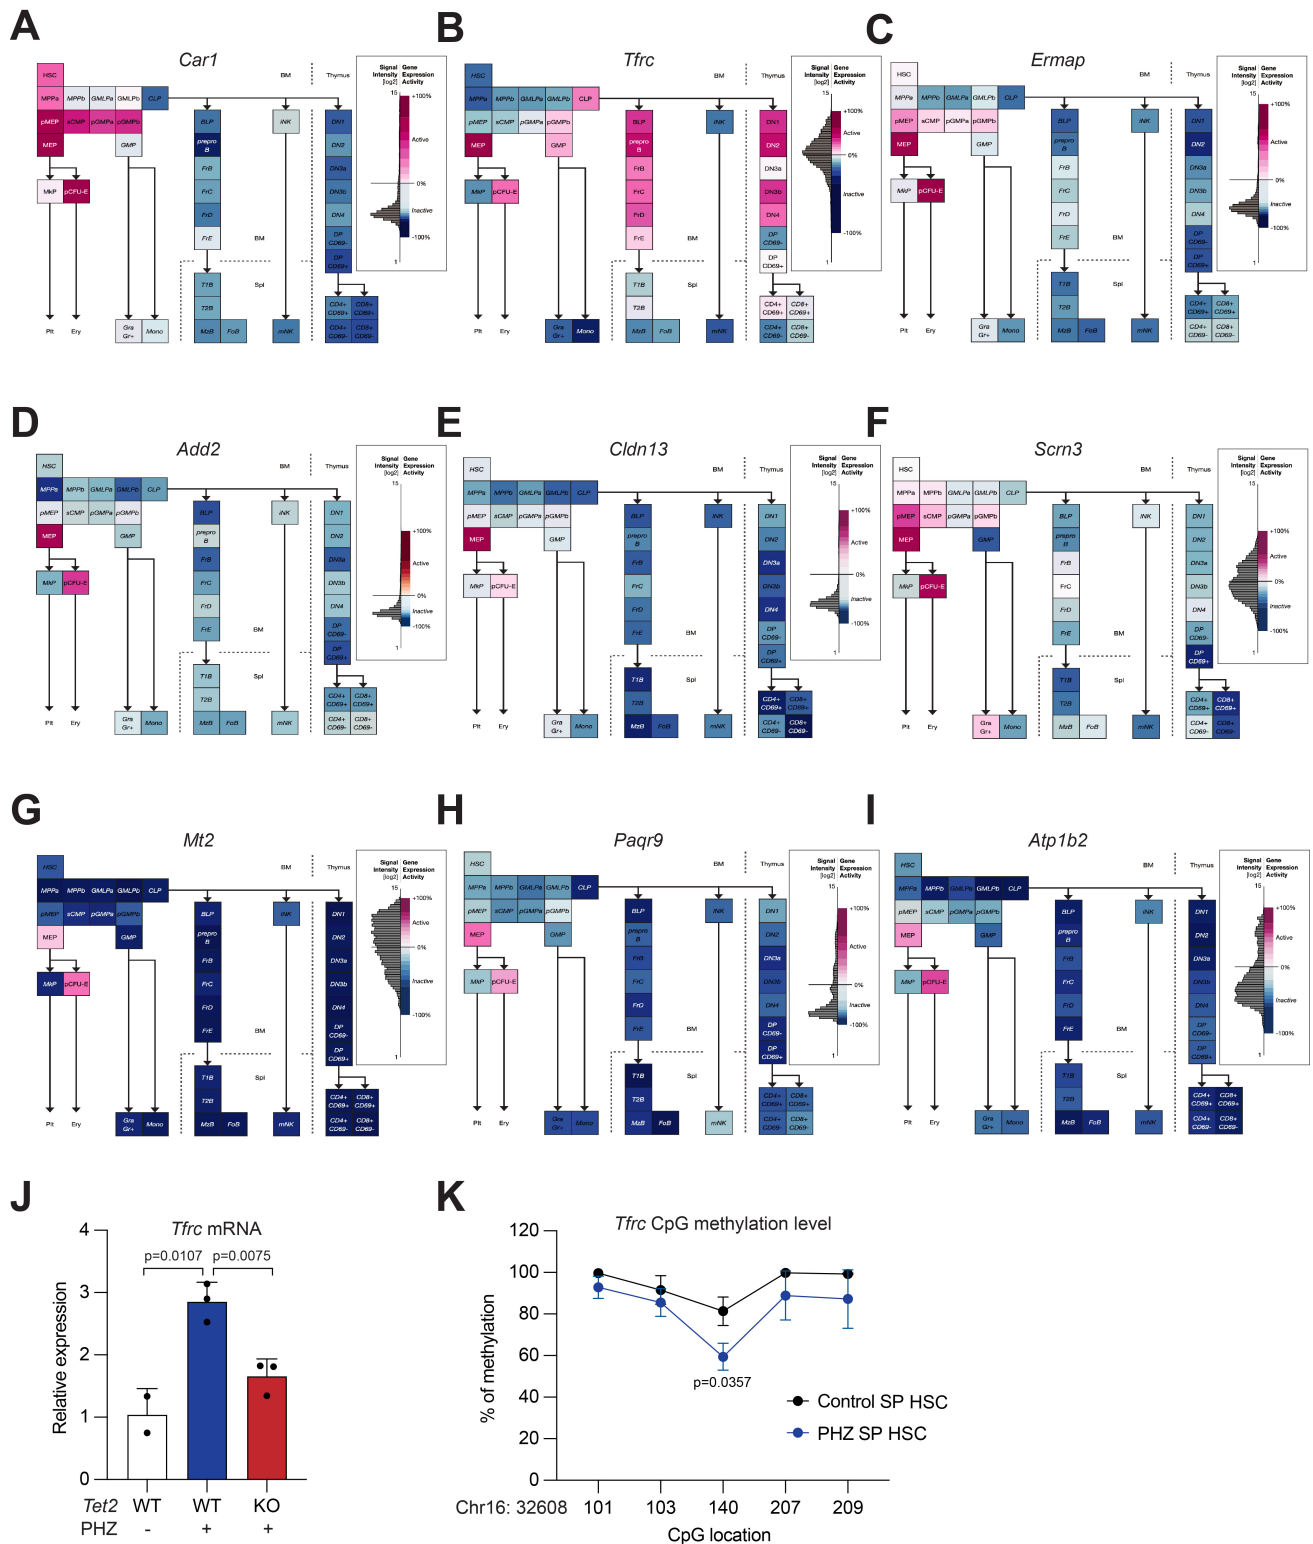

**Supplementary Figure 6. RNA-seq reveals the induction of erythroid genes in splenic HSCs after PHZ treatment.**

(A-I) Expression patterns of 9 erythroid-biased genes among the top 30 most differentially upregulated genes in PHZ-treated splenic HSCs, based on the Gene Expression Commons. The ranges of signal intensity and gene expression activity are shown in the insets.

(J) Relative expression of *Tfrc* mRNA in WT or *Tet2* KO splenic HSCs with or without PHZ treatment. Data is presented as relative  $2^{-\Delta\Delta C_t}$  compared to control splenic HSC (n=2, 3, 3 for untreated wild-type, PHZ-treated wild-type, and PHZ-treated *Tet2* knockout, respectively).

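The percentages at 32608140 rest on 2840 and 3556 forward-strand reads in the untreated splenic replicates 1 and 2, and on 3458, 3450 and 3102 in the PHZ-treated splenic replicates 1, 2 and 3. Their 95% Wilson intervals ran from 84.8% to 87.3% and from 74.5% to 77.3% in the untreated mice, and from 57.2% to 60.5%, from 66.3% to 69.5% and from 53.1% to 56.6% in the PHZ-treated mice. These intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules. At the other 4 sites, numbered in order of position with 32608140 as CpG 3, the PHZ-treated mice differed among themselves. Replicate 1 was the lowest of the 3 mice at each, with 85.9% at CpG 1, 77.7% at CpG 2, 76.4% at CpG 4 and 71.4% at CpG 5. Replicate 2 was at 97.8%, 80.5%, 99.5% and 97.5% and replicate 3 at 92.5%, 92.0%, 91.1% and 92.2% at the same sites. Chi-square tests of methylated and unmethylated reads between mice of one group gave p under the 0.05 threshold at all 5 CpGs among the PHZ-treated mice, with between-mouse SDs far above the counting SD (6.69 against 0.85 percentage points at 32608140). Among the untreated mice they did so at CpG 2 and 32608140, and not at CpG 1 (chi-square p = 0.60), CpG 4 (chi-square p = 0.34) or CpG 5 (chi-square p = 0.068). All pairs of splenic samples within a group differed by more than read-counting noise over the 5 CpGs, so none was treated as a library deposited again. This comparison does not bear on whether samples come from separate mice, which is taken from the paper.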

(K) Bisulfite high-throughput amplicon-seq of *Tfrc* methylation level at the indicated CpG sites in splenic HSCs with or without PHZ treatment (n=2 for untreated spleen and n=3 for PHZ-treated spleen).

Comparisons were performed by unpaired, two-tailed Student's t-test. All data represent mean±standard deviation. All numbers (n) are independent animals. Source data are provided as a Source Data file.

**Supplementary Table 1**

| REAGENT or RESOURCE                                      | SOURCE                    | IDENTIFIER      | DILUTION         |
|----------------------------------------------------------|---------------------------|-----------------|------------------|
| Antibodies                                               |                           |                 |                  |
| TET2 (D6C7K) Rabbit mAb (Mouse Specific)                 | Cell Signaling Technology | Cat# 36449S     | 1:500,<br>1:1000 |
| DyLight™ 554 Phalloidin                                  | Cell Signaling Technology | Cat# 13054S     | 1:200            |
| Goat anti-Rabbit IgG Secondary Antibody, Alexa Fluor 488 | Invitrogen                | Cat# A-11008    | 1:500            |
| PE-Cy5 anti-mouse CD150                                  | BioLegend                 | Cat# 115912     | 1:100            |
| PE anti-mouse CD48                                       | BioLegend                 | Cat# 103406     | 1:100            |
| PE-Cy7 anti-mouse CD48                                   | BioLegend                 | Cat# 103424     | 1:100            |
| APC anti-mouse Sca-1                                     | eBioscience               | Cat# 17-5981-82 | 1:100            |
| APC-eFluor780 anti-mouse c-Kit                           | eBioscience               | Cat# 47-1171-82 | 1:100            |
| Biotin anti-mouse c-Kit                                  | BioLegend                 | Cat# 105804     | 1:100            |
| PE-Cy7 anti-mouse Ter119                                 | BioLegend                 | Cat# 116222     | 1:400            |
| PE anti-mouse CD71                                       | BioLegend                 | Cat# 113808     | 1:100            |
| FITC anti-mouse CD41                                     | BioLegend                 | Cat# 133903     | 1:100            |
| FITC anti-mouse Ter119                                   | eBioscience               | Cat# 11-5921-82 | 1:400            |
| FITC anti-mouse B220                                     | BioLegend                 | Cat# 103206     | 1:400            |
| FITC anti-mouse Gr-1                                     | BioLegend                 | Cat# 108406     | 1:400            |
| FITC anti-mouse CD2                                      | BioLegend                 | Cat# 100105     | 1:400            |
| FITC anti-mouse CD3                                      | BioLegend                 | Cat# 100203     | 1:400            |
| FITC anti-mouse CD8                                      | BioLegend                 | Cat# 100706     | 1:400            |
| PE anti-mouse CD41                                       | BioLegend                 | Cat# 133906     | 1:100            |
| PE anti-mouse Ter119                                     | BioLegend                 | Cat# 116208     | 1:400            |
| PE anti-mouse B220                                       | BioLegend                 | Cat# 103208     | 1:400            |
| PE anti-mouse Gr-1                                       | BioLegend                 | Cat# 108408     | 1:400            |
| PE anti-mouse CD2                                        | BioLegend                 | Cat# 100108     | 1:400            |
| PE anti-mouse CD3                                        | BioLegend                 | Cat# 100308     | 1:400            |
| PE anti-mouse CD8                                        | BioLegend                 | Cat# 100708     | 1:400            |
| PE anti-mouse Mac-1                                      | BioLegend                 | Cat# 101208     | 1:400            |
| PerCP/Cyanine5.5 anti-mouse CD41                         | BioLegend                 | Cat# 133918     | 1:100            |
| PE-Cy7 anti-mouse CD16/32                                | BioLegend                 | Cat# 101318     | 1:100            |
| PE-Cy5 anti-mouse Sca-1                                  | BioLegend                 | Cat# 108110     | 1:100            |
| PerCPCy5.5 anti-mouse B220                               | eBioscience               | Cat# 45-0452-82 | 1:400            |
| APC anti-mouse CD3                                       | BioLegend                 | Cat# 100235     | 1:400            |
| APC-eFluor780 anti-mouse Mac-1                           | eBioscience               | Cat# 47-0112-82 | 1:400            |
| PE-Cy7 anti-mouse Gr-1                                   | eBioscience               | Cat# 25-5931-82 | 1:400            |
| APC-Cy7 anti-mouse CD45.1                                | BioLegend                 | Cat# 110716     | 1:100            |
| FITC anti-mouse CD45.2                                   | BioLegend                 | Cat# 109806     | 1:100            |
| APC anti-BrdU                                            | BD Biosciences            | Cat# BDB557892  | 1:100            |
| APC-Cy7 Streptavidin                                     | BioLegend                 | Cat# 405208     | 1:200            |
| APC anti mouse CD169 (Siglec-1)                          | BioLegend                 | Cat# 142418     | 1:200            |

|                                                         |                           |                  |       |
|---------------------------------------------------------|---------------------------|------------------|-------|
| FITC anti-mouse CD71                                    | BioLegend                 | Cat# 113806      | 1:100 |
| PE anti-mouse CD71                                      | BioLegend                 | Cat# 113808      | 1:100 |
| PerCP/Cyanine5.5 anti-mouse CD71                        | BioLegend                 | Cat# 113816      | 1:100 |
| PE/Cyanine7 anti-mouse F4/80                            | BioLegend                 | Cat# 123114      | 1:200 |
| PE/Cyanine7 anti-mouse CD127 (IL-7R $\alpha$ )          | BioLegend                 | Cat# 135014      | 1:100 |
| PE/Cyanine5 anti-mouse CD135                            | BioLegend                 | Cat# 135312      | 1:100 |
| PE/Cyanine7 anti-mouse CD105                            | BioLegend                 | Cat# 120410      | 1:100 |
| APC anti-mouse CD34                                     | BioLegend                 | Cat# 128612      | 1:50  |
| PE/Cyanine7 anti-mouse CD150                            | BioLegend                 | Cat# 115914      | 1:100 |
| PerCP/Cyanine5.5 anti-mouse Ly-6A/E (Sca-1)             | BioLegend                 | Cat# 108124      | 1:100 |
| CD16/CD32 anti-Mouse, Alexa Fluor™ 700                  | eBioscience               | Cat# 50-168-73   | 1:100 |
| Brilliant Violet 421™ anti-mouse CD3 $\epsilon$         | BioLegend                 | Cat# 100341      | 1:400 |
| Brilliant Violet 421™ anti-mouse TER-119                | BioLegend                 | Cat# 116234      | 1:400 |
| Brilliant Violet 421™ anti-mouse Ly-6G/Ly-6C (Gr-1)     | BioLegend                 | Cat# 108445      | 1:400 |
| Brilliant Violet 421™ anti-mouse CD8                    | BioLegend                 | Cat# 100753      | 1:400 |
| Chemicals, Peptides, and Recombinant Proteins           |                           |                  |       |
| Polyinosinic-polycytidylic ribonucleic acid (Poly(I:C)) | GE Healthcare             | Cat# 27473201    |       |
| Tamoxifen                                               | Sigma-Aldrich             | Cat# T5648-1G    |       |
| 5-Bromo-2'-deoxyuridine (BrdU)                          | Sigma-Aldrich             | Cat# B5002       |       |
| Phenylhydrazine                                         | Sigma-Aldrich             | Cat# P26252-500G |       |
| Deferoxamine mesylate salt                              | Sigma-Aldrich             | Cat# D9533-1G    |       |
| Cycloheximide                                           | Sigma-Aldrich             | Cat# C7698       |       |
| Calpeptin                                               | Sigma-Aldrich             | Cat# C8999       |       |
| Z-DEVD-FMK                                              | R&D systems               | Cat# FMK004      |       |
| Ferrous Ammonium Sulfate, Hexahydrate                   | Sigma-Aldrich             | Cat# FX0245-1    |       |
| Ascorbic acid                                           | Sigma-Aldrich             | A4544            |       |
| Critical Commercial Assays                              |                           |                  |       |
| SuperScript VILO cDNA Synthesis Kit                     | Thermo Fisher Scientific  | Cat# 11754250    |       |
| SYBR Premium Ex Taq (Tli RNaseH Plus), ROX Plus kit     | Clontech                  | Cat# RR82WR      |       |
| BD APC BrdU Flow Kit                                    | BD Biosciences            | Cat# BDB557892   |       |
| RNeasy MinElute Cleanup Kit                             | QIAGEN                    | Cat# 74204       |       |
| Nextera XT DNA Library Prep Kit                         | Illumina                  | Cat# FC-131-1096 |       |
| KAPA Library Quantification Kit                         | KAPA Biosystems           | Cat# KK4828      |       |
| NEBNext Ultra II DNA Library Prep Kit                   | New England BioLabs, Inc. | Cat# E7645       |       |
| EZ DNA Methylation-Direct Kit                           | Zymo research             | Cat# D5020       |       |
| ZymoTaq PreMix                                          | Zymo research             | Cat# E2004       |       |
| Zymoclean Gel DNA Recovery Kits                         | Zymo research             | Cat# D4008       |       |
| CloneJET PCR cloning kit                                | Thermo Fisher Scientific  | Cat# K1231       |       |

|                                                     |                         |             |
|-----------------------------------------------------|-------------------------|-------------|
| Deposited Data                                      |                         |             |
| RNA-seq                                             | This paper              | GSE182059   |
| scRNA-seq                                           | This paper              | GSE233845   |
| Experimental Models: Organisms/Strains              |                         |             |
| Mouse: Rosa26-LSL-tdTomato                          | The Jackson Laboratory  | JAX: 007909 |
| Mouse: Mx1-Cre                                      | The Jackson Laboratory  | JAX: 003556 |
| Mouse: Tet2 <sup>fl/fl</sup>                        | The Jackson Laboratory  | JAX: 017573 |
| Mouse: R26-stop-EYFP                                | The Jackson Laboratory  | JAX: 006148 |
| Mouse: Ubc-GFP                                      | The Jackson Laboratory  | JAX: 004353 |
| Mouse: Krt18-CreER                                  | The Jackson Laboratory  | JAX: 017948 |
| Mouse: C57BL/6J                                     | The Jackson Laboratory  | JAX: 006494 |
| Mouse: CD45.1                                       | The Jackson Laboratory  | JAX: 002014 |
| Oligonucleotides                                    |                         |             |
| Primer: Ermap Forward:<br>CCTGCAGGTGGCAGTTTTAGG     | This paper              | N/A         |
| Primer: Ermap Reverse:<br>TGGGAACCATCCCAGTATTG      | This paper              | N/A         |
| Primer: Slc4a1 Forward:<br>CAAGCTCCGGTCAGGTCTAT     | This paper              | N/A         |
| Primer: Slc4a1 Reverse:<br>TCTCGAAGGTTTTCTCCAGC     | This paper              | N/A         |
| Primer: Car1 Forward:<br>AGTGCAGTTAGTCATTTACATATC   | This paper              | N/A         |
| Primer: Car1 Reverse:<br>CCATTGGTCAGGACCATTTCG      | This paper              | N/A         |
| Primer: Cldn13 Forward:<br>AGCCAACAACGATACCTTAGATGT | This paper              | N/A         |
| Primer: Cldn13 Reverse:<br>CCGCATCCAGAGTCCACTAC     | This paper              | N/A         |
| Primer: Add2 Forward:<br>ATAGCCACAGAGAAGCCTGGT      | This paper              | N/A         |
| Primer: Add2 Reverse:<br>ACTTCTGTCTTCTTGGTATCCTCTG  | This paper              | N/A         |
| Primer: Dusp1 Forward:<br>TATCGTGCCCAACGCTGAA       | This paper              | N/A         |
| Primer: Dusp1 Reverse:<br>ACGCTTCATATCCTCCTTGG      | This paper              | N/A         |
| Primer: Fech Forward:<br>TGGAGCACAATCGACAGGTG       | Inokura et al.,<br>2017 | N/A         |
| Primer: Fech Reverse:<br>AACAGACATCGGCAGGGAGT       | Inokura et al.,<br>2017 | N/A         |
| Primer: Abcb7 Forward:<br>TTACAAGATGTGAGCCTGGAAA    | Inokura et al.,<br>2017 | N/A         |

|                                                                       |                              |             |
|-----------------------------------------------------------------------|------------------------------|-------------|
| Primer: Abcb7 Reverse:<br>TTTGCGACTGCATATACTTCCTC                     | Inokura et al.,<br>2017      | N/A         |
| Primer: Sf3b1 Forward:<br>CAACACAGAAATGGCTTTGGATA                     | Inokura et al.,<br>2017      | N/A         |
| Primer: Sf3b1 Reverse:<br>TCCTGTACTGCTCAGCTTCATC                      | Inokura et al.,<br>2017      | N/A         |
| Primer: Slc25a38 Forward:<br>GTGGTTCGCACAGAAAGTCTC                    | Inokura et al.,<br>2017      | N/A         |
| Primer: Slc25a38 Reverse:<br>GAAGAATACAGGGTGCCAAAGT                   | Inokura et al.,<br>2017      | N/A         |
| Primer: Tfrc Forward:<br>GAGGGTTATGTGGCATTTCAGTA                      | Inokura et al.,<br>2017      | N/A         |
| Primer: Tfrc Reverse:<br>ATTTCCCCTGCTCTAACAATCA                       | Inokura et al.,<br>2017      | N/A         |
| Primer: Slc25a37 Forward:<br>CATGACAGCGGGAGCGAT                       | Inokura et al.,<br>2017      | N/A         |
| Primer: Slc25a37 Reverse:<br>GGCTTTGGGATCTGGATTCA                     | Inokura et al.,<br>2017      | N/A         |
| Primer: Steap3 Forward:<br>GCCAGTCTAACGCTGAGTACCT                     | Inokura et al.,<br>2017      | N/A         |
| Primer: Steap3 Reverse:<br>GCTTCTGGCTGATCACTGC                        | Inokura et al.,<br>2017      | N/A         |
| Primer: Slc11a2 Forward:<br>GAATCTGATTTGCAGTCTGGAG                    | Inokura et al.,<br>2017      | N/A         |
| Primer: Slc11a2 Reverse:<br>ACGGTGACATACTTCAGCAAGA                    | Inokura et al.,<br>2017      | N/A         |
| Primer: Alas2 Forward:<br>CCATCTTAAGGCAACCAAGGC                       | Inokura et al.,<br>2017      | N/A         |
| Primer: Alas2 Reverse:<br>ACAGCATGAAAGGACAATGGC                       | Inokura et al.,<br>2017      | N/A         |
| Primer: Tfrc Forward:<br>GTATAATTTGGATAAAGAAGGGTTTAAA                 | This paper                   | N/A         |
| Primer: Tfrc Reverse:<br>TCTATACTTTACTACCCAACCTATAATA                 | This paper                   | N/A         |
| NEBNext® Multiplex Oligos for Illumina®<br>(Dual Index Primers Set 1) | New England<br>BioLabs, Inc. | Cat# E7600S |

# Supplementary material for: Increased iron uptake by splenic hematopoietic stem cells promotes TET2-dependent erythroid regeneration
**Source:** Nat Commun. 2024 Jan 15;15:538. doi: 10.1038/s41467-024-44718-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

For RNA sequencing, STAR (version 2.5.2b) was used to align mRNA reads to mm10.  
For single cell RNA sequencing, Cell Ranger v3 was used to align mRNA reads to mm10.

Data analysis

All analysis was performed using free, open-source packages such as DESeq2 (version 1.12.4), Seurat v4, and Bismark (v0.22.2), or with softwares such as GraphPad Prism 8.4.3 as detailed in Methods.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing and bisulfite sequencing dataset generated in this study are in the Gene Expression Omnibus (GEO) under the accession numbers (GSE182059 and GSE233845).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                      |
|--------------------------------------------------------------------|--------------------------------------|
| Reporting on sex and gender                                        | No human participants in this study. |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A                                  |
| Population characteristics                                         | N/A                                  |
| Recruitment                                                        | N/A                                  |
| Ethics oversight                                                   | N/A                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The majority of experiments were repeated at least three times to obtain data for indicated statistical analyses. Mice were allocated to experimental groups based on their genotype and randomized within the designated sex- and age-matched groups. Given that our mice were inbred and matched for age and sex, we consistently assumed similar variance between the different experimental groups. Sample sizes were chosen based on observed effect sizes and standard errors from previous experiments. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | The majority of experiments were repeated at least three times to ensure reproducibility. Statistical analyses were conducted to illustrate significance, and all attempts to replicate experiments were successful.                                                                                                                                                                                                                                                                                           |
| Randomization   | Mice were allocated to experimental groups on the basis of their genotype and randomized within the given sex- and age-matched group.                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | No blinding was performed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | TET2 (D6C7K) Rabbit mAb (Mouse Specific) Cell-Signaling Technology Cat# 36449S 1:500 or 1:1000<br>DyLight™ 554 Phalloidin Cell-Signaling Technology Cat# 13054S 1:200 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Goat anti-Rabbit IgG Secondary Antibody, Alexa Fluor 488 Invitrogen Cat# A-11008 1:500  
 PE-Cy5 anti-mouse CD150 (TC15-12F12.2) BioLegend Cat# 115912 1:100  
 PE anti-mouse CD48 (HM48-1) BioLegend Cat# 103406 1:100  
 PE-Cy7 anti-mouse CD48 (HM48-1) BioLegend Cat# 103424 1:100  
 APC anti-mouse Sca-1 (D7) eBioscience Cat# 17-5981-82 1:100  
 APC-eFluor780 anti-mouse c-Kit (2B8) eBioscience Cat# 47-1171-82 1:100  
 Biotin anti-mouse c-Kit BioLegend (2B8) Cat# 105804 1:100  
 PE-Cy7 anti-mouse Ter119 (TER-119) BioLegend Cat# 116222 1:400  
 PE anti-mouse CD71 (RI7217) BioLegend Cat# 113808 1:100  
 FITC anti-mouse CD41 (MWReg30) BioLegend Cat# 133903 1:100  
 FITC anti-mouse Ter119 (TER-119) eBioscience Cat# 11-5921-82 1:400  
 FITC anti-mouse B220 (RA3-6B2) BioLegend Cat# 103206 1:400  
 FITC anti-mouse Gr-1 (RB6-8C5) BioLegend Cat# 108406 1:400  
 FITC anti-mouse CD2 (RM2-5) BioLegend Cat# 100105 1:400  
 FITC anti-mouse CD3 (17A2) BioLegend Cat# 100203 1:400  
 FITC anti-mouse CD8 (53-6.7) BioLegend Cat# 100706 1:400  
 PE anti-mouse CD41 (MWReg30) BioLegend Cat# 133906 1:100  
 PE anti-mouse Ter119 (TER-119) BioLegend Cat# 116208 1:400  
 PE anti-mouse B220 (RA3-6B2) BioLegend Cat# 103208 1:400  
 PE anti-mouse Gr-1 (RB6-8C5) BioLegend Cat# 108408 1:400  
 PE anti-mouse CD2 (RM2-5) BioLegend Cat# 100108 1:400  
 PE anti-mouse CD3 (17A2) BioLegend Cat# 100308 1:400  
 PE anti-mouse CD8 (53-6.7) BioLegend Cat# 100708 1:400  
 PE anti-mouse Mac-1 (M1/70) BioLegend Cat# 101208 1:400  
 PerCP/Cyanine5.5 anti-mouse CD41 (MWReg30) BioLegend Cat# 133918 1:100  
 PE-Cy7 anti-mouse CD16/32 (93) BioLegend Cat# 101318 1:100  
 PE-Cy5 anti-mouse Sca-1 (D7) BioLegend Cat# 108110 1:100  
 PerCP/Cy5.5 anti-mouse B220 (RA3-6B2) eBioscience Cat# 45-0452-82 1:400  
 APC anti-mouse CD3 (17A2) BioLegend Cat# 100235 1:400  
 APC-eFluor780 anti-mouse Mac-1 (M1/70) eBioscience Cat# 47-0112-82 1:400  
 PE-Cy7 anti-mouse Gr-1 (RB6-8C5) eBioscience Cat# 25-5931-82 1:400  
 APC-Cy7 anti-mouse CD45.1 (A20) BioLegend Cat# 110716 1:100  
 FITC anti-mouse CD45.2 (104) BioLegend Cat# 109806 1:100  
 APC anti-BrdU BD Biosciences Cat# BDB557892 1:100  
 APC-Cy7 Streptavidin BioLegend Cat# 405208 1:200  
 APC anti mouse CD169 (Siglec-1, 3D6.112) BioLegend Cat# 142418 1:200  
 FITC anti-mouse CD71 BioLegend Cat# 113806 1:100  
 PE anti-mouse CD71 (RI7217) BioLegend Cat# 113808 1:100  
 PerCP/Cyanine5.5 anti-mouse CD71 (RI7217) BioLegend Cat# 113816 1:100  
 PE/Cyanine7 anti-mouse F4/80 (BM8) BioLegend Cat# 123114 1:200  
 PE/Cyanine7 anti-mouse CD127 (IL-7R $\alpha$ , A7R34) BioLegend Cat# 135014 1:100  
 PE/Cyanine5 anti-mouse CD135 (A2F10) BioLegend Cat# 135312 1:100  
 PE/Cyanine7 anti-mouse CD105 (MJ7/18) BioLegend Cat# 120410 1:100  
 APC anti-mouse CD34 (HM34) BioLegend Cat# 128612 1:50  
 PE/Cyanine7 anti-mouse CD150 (TC15-12F12.2) BioLegend Cat# 115914 1:100  
 PerCP/Cyanine5.5 anti-mouse Ly-6A/E (Sca-1, D7) BioLegend Cat# 108124 1:100  
 CD16/CD32 anti-Mouse (93), Alexa Fluor™ 700 eBioscience Cat# 50-168-73 1:100  
 Brilliant Violet 421™ anti-mouse CD3 $\epsilon$  (145-2C11) BioLegend Cat# 100341 1:400  
 Brilliant Violet 421™ anti-mouse TER-119 (TER-119) BioLegend Cat# 116234 1:400  
 Brilliant Violet 421™ anti-mouse Ly-6G/Ly-6C (Gr-1) BioLegend Cat# 108445 1:400  
 Brilliant Violet 421™ anti-mouse CD8 (53-6.7) BioLegend Cat# 100753 1:400

## Validation

Antibodies for flow cytometry was validated with according to manufacturers' instruction. Fluorescence minus one controls were used when new antibodies/batch were obtained. Antibodies for immunoblotting was validated with knockout cells whenever available.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Mouse: Rosa26-LSL-tdTomato The Jackson Laboratory JAX: 007909  
 Mouse: Mx1-Cre The Jackson Laboratory JAX: 003556  
 Mouse: Tet2fl/fl The Jackson Laboratory JAX: 017573  
 Mouse: R26-stop-EYFP The Jackson Laboratory JAX: 006148  
 Mouse: Ubc-GFP The Jackson Laboratory JAX: 004353  
 Mouse: Krt18-CreER The Jackson Laboratory JAX: 017948

Mouse: C57BL/6J The Jackson Laboratory JAX: 006494  
 Mouse: CD45.1 The Jackson Laboratory JAX: 002014

Mice were housed in AAALAC-accredited, specific-pathogen-free animal care facilities at Baylor College of Medicine (BCM) with 12-hour light-dark cycle, ambient temperature at 70 degrees Fahrenheit, humidity within 30%-80%, and received standard chow ad libitum. Mice 8 to 12 weeks of age of both sexes were used, and experimental mice were separated by sex and housed with up to five mice per cage.

|                         |                                                                                                           |
|-------------------------|-----------------------------------------------------------------------------------------------------------|
| Wild animals            | N/A                                                                                                       |
| Reporting on sex        | Mice of both sexes were used in the study with no sex differences.                                        |
| Field-collected samples | N/A                                                                                                       |
| Ethics oversight        | All procedures were approved by the BCM (protocol #AN-5858) Institutional Animal Care and Use Committees. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Bone marrow cells were either flushed from the long bones (tibias and femurs) or isolated by crushing the long bones (tibias and femurs), pelvic bones, vertebrae, and sternum with mortar and pestle in Hank's buffered salt solution (HBSS) without calcium and magnesium, supplemented with 2% heat-inactivated bovine serum (GIBCO, Grand Island, NY). Splenocytes were dissociated by smashing the entire spleen between slides. Cells were triturated and filtered through a nylon screen (100 µm, Sefar America, Kansas City, MO) or a 40 µm cell strainer (Fisher Scientific, Pittsburgh, PA) to obtain a single-cell suspension.                                                                                                                                                                                                                                                                                                                                                                                                       |
| Instrument                | Flow cytometry was performed with FACS Aria II, FACSCanto II, LSR II, or LSRFortessa flow-cytometers (BD Biosciences).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Software                  | FACS Diva, Flowjo                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Cell population abundance | Post sort verification of HSCs and LSK cells were determined to be more than 95% pure.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Gating strategy           | For hematopoietic lineage tracing, 17 populations were analyzed along with HSCs: MPPs (LSKCD150-CD48-/low), HPC2 (LSKCD150+CD48+), HPC1 (LSKCD150-CD48+), GMP (Lin-Sca1-c-kit+CD34+CD16/32+), CMP (Lin-Sca1-c-kit+CD34+CD16/32-/low), MEP (Lin-Sca1-c-kit+CD34-/lowCD16/32-/low), CLP (Lin-Sca1lowc-kitlowCD127+CD135+), MkP (Lin-Sca1-c-kit+CD150+CD41+), pre CFU-E (Lin-Sca1-c-kit+CD41-CD16/32-CD150+CD105+), pre MegE (Lin-Sca1-c-kit+CD41-CD16/32-CD150+CD105-/low), pre GM (Lin-Sca1-c-kit+CD41-CD16/32-CD150-CD105-), ProE (CD71+Ter119medium)81, EryA (Ter119highCD71+FSChigh), EryB (Ter119highCD71+FSCLow), EryC (Ter119highCD71-/lowFSCLow), and lineage+ cells (CD3+, B220+, Mac1/Gr1+, CD41+, and Ter119+), CFU-E (Lin-Sca1-c-kit+CD41-CD16/32-CD150-/lowCD105+CD71+Ter119-/low)83, stress erythroid progenitor population I (c-kit+CD71low/medTer119low/-), population II (c-kit+CD71hiTer119med), and population III (c-kit+CD71low/medTer119high). Positive and negative gates were based on prior publication or FMO controls. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

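Methylation at the Tfrc promoter was measured in 11 samples of sorted mouse HSCs, from the spleen of 2 control and 3 PHZ-treated mice and the bone marrow of 3 control and 3 PHZ-treated mice. According to the paper's methods, sorted cells were bisulfite converted, the region was amplified by PCR, libraries were made with a Nextera XT kit and sequenced on an iSeq 100, and reads were mapped to mm10 and analyzed with Bismark. The deposited files have a layout other than Bismark's usual output, with positions counted from the start of a Tfrc sequence, and the paper's text does not name the step that made them. For each CpG and strand, the authors deposited the fraction of reads called methylated. Beside it, the authors deposited the count of reads covering that CpG, and a second file per sample sums both strands. Filters, removal of duplicates and checks of bisulfite conversion are not described in the paper's text. The number of methylated reads was recovered as the fraction times the count, which gave whole numbers throughout.

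Positions were placed on chromosome 16 of GRCm38 by matching the bisulfite primers to the converted reference. The files list 6 CpGs, of which 5 lie in the amplicon and are numbered CpG 1 to CpG 5 in order of position, 819, 817, 780, 713 and 711 bp upstream of the annotated start of Tfrc. CpG 3 is the site at 32608140. The sixth, at 32608314, lies outside it and had 0 reads in every sample. All CpGs that the paper lists were reported, whatever their values, and Tfrc was the only gene assayed. A CpG needed at least 10 reads in a sample, which every CpG in the amplicon had.

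Forward-strand rows were used for the main values, a choice made after the values had been seen. The reason was that both primers match the converted top strand and neither matches the converted bottom strand, so that reverse-strand rows carry no methylation signal. The plan written before had been to use the sum over both strands, or, as an alternative, the strand with the most reads. By a small margin that strand was the reverse one, with 126013 reads summed over samples and CpGs against 125974 on the forward strand. Both planned settings were computed as well.

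Groups were compared by the difference between the mean percentages of the mice, with exact two-sided permutation tests over every split of the mice, and Benjamini-Hochberg adjustment over the 5 CpGs. A difference between the PHZ effects in spleen and bone marrow was tested over 200 arrangements, exchanging tissues within each treatment. The null of that test is no difference between tissues under either treatment, so a baseline difference between tissues also affects its p. Alternatives were pooled reads, averaging on the log-odds scale with a pseudocount of 0.5, coverage minimums of 100 and 1000 reads, leaving out each sample in turn, pairing samples by replicate number, a quasi-binomial logistic model, Fisher's exact test of pooled reads, and the paper's own unpaired two-tailed test. The pairing comes from the replicate numbers in the sample names, and nothing in the paper's text says that same-numbered samples share an animal. The spread between replicates was compared with counting noise by chi-square tests. The permutation tests and the quasi-binomial model were tested on simulated counts with 1000 trials for each design. With no difference between 3 and 2 mice, the smallest permutation p occurred in 10.7% of trials and the quasi-binomial model passed 0.05 in 4.7%. With a difference of 20 points, they did so in 64.1% and 55.9% of trials. The analysis used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

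Summed over the 5 CpGs, forward-strand reads per sample ranged from 7369 to 15370 in 10 samples, and control bone marrow replicate 3 had 86. In the 5 splenic samples counting error at 32608140 was a small part of the spread between mice, with a counting SD of 0.70 against 7.19 percentage points in control mice and 0.85 against 6.69 in PHZ-treated mice. In control bone marrow replicate 3 the 95% Wilson interval at 32608140 ran from 53.1% to 88.8%. Tet2-deficient samples and the cloned amplicons of Fig. 7j were not analysed here.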

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

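Every test of an explanation below was chosen after the result it bears on had been seen. The CpGs are numbered in order of position, CpG 3 being 32608140.

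The change after PHZ at CpG 2 went in opposite directions in spleen and bone marrow. A permutation test of the difference passed 0.05 before adjustment for the number of CpGs. Methylation was 64.8% ± 12.6 (SD, n = 3) in control and 90.4% ± 6.95 (SD, n = 3) in PHZ-treated bone marrow HSCs, a change of 25.6 percentage points with no overlap between the groups (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow, and the share that chance gives is 10%). In the spleen the mean fell, with overlap between the groups. The spleen change minus the bone marrow change was -32.5 percentage points (exact permutation test over 200 arrangements, two-sided, p = 0.035). Its arrangements exchange tissues within each treatment, so a baseline difference between tissues also enters that p. That test also treats the samples as independent. Same-numbered control samples of spleen and bone marrow deviated alike (correlation 0.88 over 10 values from 2 pairs). The deviations of the 2 splenic controls are equal and opposite at each CpG and large only at CpG 2 and CpG 3. That correlation is therefore weak evidence for or against pairing. Paired by number, the difference was -42.4 percentage points (exact sign-flip permutation test, p = 0.5, the smallest p that 2 pairs allow). This CpG was singled out after the values were seen, and after Benjamini-Hochberg adjustment over the 5 CpGs its p was 0.175. The paper reports no bone marrow values for this assay. The control bone marrow sample with the lowest value, replicate 2 with 50.2%, has its forward-strand row at this CpG marked with an extra letter in the context column of the files, the only row so marked, and the meaning of the mark is not stated. A variant in that sample could have produced a low value. Without this sample the change in the bone marrow was still 18.3 percentage points. The control group then held replicate 1, at 72.1%, and replicate 3, at 72.2% from only 18 forward-strand reads. In that fit the difference between the tissues' effects was -25.2 percentage points and no longer below 0.05 (exact permutation test, p = 0.05). Sequencing or PCR error is too small, since unmethylated calls at this CpG on the reverse strand reached at most 0.205%. The spread between mice at this CpG is what binomial sampling of 16.5 molecules per sample would give, so amplification from few template molecules cannot be told apart from a difference between mice. The bone marrow treatment groups also rest on sample names that the treatment field contradicts. A tissue-specific effect of PHZ therefore remains a hypothesis.

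Bone marrow HSCs, which the paper does not report on for this assay, had less methylation than control splenic HSCs. All 6 bone marrow samples, control and PHZ-treated, were below both control splenic samples at CpG 1, CpG 3 and CpG 4, an order that chance gives in 1 of 28 splits at a given CpG. The bone marrow mean minus the control splenic mean was -5.59 percentage points at CpG 1, -16.0 at CpG 3 and -7.88 at CpG 4, with exact permutation p = 0.071, 0.071 and 0.11 and an adjusted p of 0.179 for each over the 5 CpGs. These chance figures treat the 8 samples as independent. Same-numbered control samples of spleen and bone marrow deviated alike from their group means (correlation 0.88 over 10 values from 2 pairs). That correlation rests mainly on CpG 2 and CpG 3 and shows little about pairing. The paper's text does not say whether these samples share a mouse. With the samples paired by number, control spleen exceeded control bone marrow at CpG 3 by 18.4 percentage points (exact sign-flip permutation test, p = 0.5, the smallest p that 2 pairs allow). At CpG 2, 3 of the 6 samples were below both control splenic samples, with a difference of -12.7 percentage points (exact permutation p = 0.43), and at CpG 5, 5 of the 6, with a difference of -8.38 (exact permutation p = 0.14). Sequencing or PCR error is too small to account for this, because the highest unmethylated percentage on the reverse strand was 0.452% over all samples and CpGs. The shallow control bone marrow library is not the source either, since without it control spleen exceeded control bone marrow at 32608140 by 18.4 percentage points. Wrong treatment labels within the bone marrow cannot produce the order, as 6 of 6 samples showed it whatever their label. Incomplete bisulfite conversion in the control splenic samples would lower their unmethylated percentage by 1 factor at every CpG. That factor differed 17.1-fold between the CpGs with the highest and the lowest value. The highest factors rest on unmethylated levels of 0.233% at CpG 1 and 0.247% at CpG 4 in control spleen. With few template molecules such low levels are unstable, so incomplete conversion is not excluded. The treatment field gives PHZ for all splenic samples, but the groups taken from the names have the numbers of mice of Supplementary Fig. 6K. Wrong labels are not excluded by that, nor by the gap of 8.01 percentage points between the lowest control and the highest PHZ-treated splenic sample at 32608140. The spread between mice at 32608140 is what sampling of 25.7 molecules per sample would give, so few template molecules also remain a possible explanation, with groups this small. Cells other than HSCs in the sorted samples were not tested for. A lower baseline methylation of this region in bone marrow HSCs is thus a hypothesis that these 11 samples cannot separate from the remaining explanations.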

How the results depend on the processing

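The alternatives were chosen before the data were examined, except for the forward strand itself, the tests of the difference between tissues at the 4 CpGs other than 32608140, and the comparison of all bone marrow samples with control spleen. The lower mean in PHZ-treated spleen kept its direction at all 5 CpGs under summed strands, pooled reads, log odds and every sample left out in turn, and lost it only on the reverse strand, at all but 32608140. The coverage minimums of 100 and 1000 reads remove only control bone marrow replicate 3, so they show nothing about the stability of the splenic results. Since 2 against 3 or 3 against 3 cannot reach 0.05 by an exact test, an unchanged call there shows no stability either.

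Summing both strands brings the changes nearer to 0, because the reverse strand adds rows near 100%. It moved the control splenic level from 81.0% to 90.4% at 32608140, from 90.3% to 95.1% at CpG 2 and from 99.75% to 99.85% at CpG 4. The strand with the most reads, the reverse strand, carries no methylation signal, and its signs are noise. Even so, it reached the smallest exact permutation p of 0.1 in the spleen at CpG 1 and CpG 2, and in the bone marrow at 32608140. It also did so for control spleen minus control bone marrow at 32608140. It gave changes in the spleen of 0.103 percentage points at CpG 1, 0.0379 at CpG 2, 0.0141 at CpG 4 and 0.0258 at CpG 5, and -0.0191 in the bone marrow at CpG 1. Its difference between the tissues' effects was 0.123 at CpG 1, 0.00998 at CpG 2, 0.164 at CpG 3, 0.0720 at CpG 4 and 0.0919 at CpG 5. Its difference between tissues at 32608140 was -0.0319 for the controls and 0.132 after PHZ, and its control splenic levels were 99.84%, 99.92%, 99.97%, 99.95% and 99.91%.

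The call at 32608140 in the spleen depended on the test. The paper's own test on the forward-strand percentages gave p = 0.047 for the change of -20.5 percentage points, and the quasi-binomial model gave p = 0.053. Fisher's exact test of pooled reads treats PCR reads as independent and called every splenic CpG, with pooled changes of -7.74, -6.64, -19.7, -11.1 and -12.9 percentage points in order of position. In the bone marrow it also called CpG 2, with 26.5, and CpG 5, with -6.85. At CpG 2 in the bone marrow, the paper's own test passed with 25.6 percentage points and the quasi-binomial model with 26.5 (both p = 0.037).

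The bone marrow changes at CpG 1, CpG 3 and CpG 4 had no stable direction. At CpG 1 the change of 1.90 percentage points became -0.155 with pooled reads, under which the quasi-binomial model and Fisher's exact test work too, and -0.268 under either coverage minimum. At 32608140 the change of -3.57 became 0.541 under either coverage minimum, and at CpG 4 the change of -1.46 became 1.33 with log odds. Across the 6 fits that each left out one sample, the change ranged from -0.268 to 3.50 at CpG 1, from -9.84 to 1.98 at CpG 3 and from -4.38 to 3.34 at CpG 4. The difference between PHZ-treated spleen and PHZ-treated bone marrow at 32608140, -2.65, ranged from -8.20 to 1.82, and the difference between the tissues' effects at CpG 5 ranged from -11.7 to 1.37 over 11 such fits. Leaving out replicate 3 of the control bone marrow, with 15 to 20 forward-strand reads per CpG, changes the sign at CpG 1 and CpG 3. For the other reversals the cause was not tested. The difference between the tissues' effects at CpG 2 kept its direction but not its side of 0.05 with pooled reads (-33.1), under either coverage minimum (-36.2), and in 6 of the 9 fits without one sample that leave at least 2 samples in each group, in which p was 0.05 and not below it by the exact permutation test. Over all 11 such fits it ranged from -38.1 to -25.2. At CpG 1 that difference passed 0.05 in 1 such fit, without replicate 2 of the PHZ-treated spleen (-12.5), and not otherwise. With the replicate number as a block, the difference at CpG 2 was -42.4. It was likewise not below 0.05 (exact sign-flip permutation test, p = 0.5, the smallest p that 2 pairs allow).

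With the replicate number as a block, same-numbered samples being paired, the exact sign-flip test cannot go below p = 0.25 with 3 pairs or p = 0.5 with 2 pairs. The paired contrast of 32608140 with the mean of the other CpGs in the spleen was -6.13 percentage points. With 3 pairs the block leaves the bone marrow changes as they were, at 1.90, 25.6, -3.57, -1.46 and -6.03 percentage points in order of position, and PHZ-treated spleen minus PHZ-treated bone marrow at -2.65. The paired difference between the tissues' effects was -23.7 at 32608140 and -42.4 at CpG 2, and control spleen minus control bone marrow was 18.4 at 32608140. Deviations of same-numbered samples correlated at -0.65 between control and PHZ-treated bone marrow, 0.88 between control spleen and control bone marrow, and 0.17 between PHZ-treated spleen and PHZ-treated bone marrow. The value of 0.88 rests on 2 splenic controls, whose deviations are equal and opposite at each CpG.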

Differences from the paper's values

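None of the methylation levels read by eye from Supplementary Fig. 6K differed from the forward-strand values by the criteria used, and neither did the changes between control and PHZ-treated splenic HSCs. For levels this high the criteria are lenient, and at 32608140 they also pass the sum over both strands in PHZ-treated splenic HSCs, 80.1% against the paper's value of about 60% in Supplementary Fig. 6K, read by eye. Forward-strand rows were chosen after seeing the values. With the sum over both strands, the setting planned before the data were examined, the change at 32608140 was -10.4 percentage points against the paper's value of about -21 in Supplementary Fig. 6K, read by eye, and at CpG 1 it was -3.79 against about -7.

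The paper calls 32608140 significantly demethylated in the spleen. The exact permutation test gave p = 0.1, the smallest it can give with these mice, and so made no call. Under the paper's own test the forward-strand percentages gave p = 0.047, against a p of about 0.036 printed in Supplementary Fig. 6K, and Fisher's exact test of pooled reads called it too. The quasi-binomial logistic model gave p = 0.053. Under the paper's own test 32608140 was the only one of the 5 CpGs that passed in the spleen, while Fisher's exact test of pooled reads called all 5.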

Other observations

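In bone marrow HSCs, methylation at 32608140 was 66.8% ± 11.0 (SD, n = 3) in control and 63.2% ± 10.2 (SD, n = 3) in PHZ-treated mice, a change of -3.57 percentage points that was within the spread between mice (exact permutation test, two-sided, p = 0.6). The change in the spleen minus that in the bone marrow was -16.9 percentage points (exact permutation test over 200 arrangements, two-sided, p = 0.2). That test exchanges tissues within each treatment, so a baseline difference between tissues also enters its p, and equal effects are not tested alone. An effect of PHZ restricted to splenic HSCs is therefore not shown by these samples. With each sample left out in turn, the difference between the tissues' effects ranged from -22.4 to -10.6 percentage points. At CpG 1, CpG 4 and CpG 5 the changes in the bone marrow were 1.90, -1.46 and -6.03 percentage points, with overlap between the groups.

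Control spleen exceeded control bone marrow at 32608140 by 14.2 percentage points (exact permutation test, two-sided, p = 0.2). That difference ranged from 7.98 percentage points, without control bone marrow replicate 2, to 19.3 when each sample was left out in turn. A hypothesis chosen after seeing the values is that splenic HSCs of PHZ-treated mice resemble bone marrow HSCs because they may include cells that came from the bone marrow. It predicts close levels in both tissues after PHZ, and the difference was -2.65 percentage points (exact permutation test, two-sided, p = 0.8), less than the spread between mice. Demethylation within the spleen would give the same level, so the test cannot tell these apart. The close levels were seen at this CpG in the amplicon reads only. In the paper's clones this CpG was at 48.8% in PHZ-treated splenic HSCs and at 73.9% in PHZ-treated Tet2 knockout splenic HSCs. Those clone values include no bone marrow, so they do not decide between the explanations either.

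The paper's Source Data for Fig. 7j give percentages from sequenced clones of the same locus, which are the paper's values and were not analysed here. The paper's mean change between control (n = 2) and PHZ-treated (n = 4) splenic HSCs was -29.2 percentage points at 32608140, against -20.5 in the amplicon reads. At the other 4 CpGs the paper's changes were -7.75 at CpG 1, -5.82 at CpG 2, -10.2 at CpG 4 and -12.8 at CpG 5, against -7.70, -6.92, -10.8 and -12.5 in the amplicon reads. Both methods thus give lower means after PHZ at all 5 CpGs. In the clones, however, the groups were separate only at 32608140, with 75% to 81% in control and 45% to 53% in PHZ-treated mice. At each of the other 4 CpGs the highest PHZ-treated mouse was at 100% and the groups overlapped. Whether any mice are shared between them is not stated in the paper's text.

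Of the 10 pairs of samples within a group, 9 had a chi-square p under 0.05 over the 5 CpGs. The exception, control bone marrow replicates 2 and 3, involves the library with 86 forward-strand reads (chi-square p = 0.14). That library, replicate 3, gave chi-square p = 0.023 against control bone marrow replicate 1. Some counts were too small for that approximation, such as 14 methylated of 15 reads at CpG 5 against 2825 of 2840 in replicate 1. Replicates 2 and 3 were at 50.2% and 72.2% at CpG 2, and at 54.2% and 75.0% at 32608140. Low depth may therefore explain why replicates 2 and 3 were not separated. Both were counted.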
